# Gene Expression and MicroRNA Expression Analysis in Small Arteries of Spontaneously Hypertensive Rats. Evidence for ER Stress

**DOI:** 10.1371/journal.pone.0137027

**Published:** 2015-09-10

**Authors:** Teresa Palao, Karl Swärd, Aldo Jongejan, Perry D. Moerland, Judith de Vos, Angela van Weert, Silvia M. Arribas, Gergely Groma, Ed vanBavel, Erik N. T. P. Bakker

## Abstract

Small arteries are known to develop functional and structural alterations in hypertension. However, the mechanisms of this remodeling are not fully understood. We hypothesized that altered gene expression is associated with the development of hypertension in mesenteric arteries of spontaneously hypertensive rats (SHR). Three sublines of SHR and normotensive Wistar Kyoto rats (WKY) were studied at 6 weeks and 5 months of age. MiRNA and mRNA microarray experiments were performed and analyzed with bioinformatical tools, including Ingenuity Pathway Analysis (IPA). Principal component analysis showed a clear separation in both miRNA and mRNA expression levels between both ages studied, demonstrating strong age-related changes in expression. At the miRNA level, IPA identified differences between SHR and WKY related to metabolic diseases, cellular growth, and proliferation. The mRNAs differentially expressed between SHR and WKY were related to metabolism, cellular movement and proliferation. The most strongly upregulated gene (9.2-fold) was thrombospondin 4 (*Thbs4*), a protein involved in the endoplasmic reticulum (ER) stress response that activates transcription factor 6α (ATF6α). ATF6α downstream targets were also differentially expressed in SHR vs. WKY. Differential expression of THBS4, the cleaved form of ATF6α, and two of its targets were further confirmed at the protein level by western blot. In summary, these data revealed a number of genes (n = 202) and miRNAs (n = 3) in mesenteric arteries of SHR that had not been related to hypertension previously. The most prominent of these, *Thbs4*, is related to vascular ER stress that is associated with hypertension.

## Introduction

Despite ample treatment options, hypertension remains one of the most important risk factors for cardiovascular disease. Blood pressure levels are tightly related to peripheral resistance, which is mainly determined by small arteries and arterioles in the vascular bed. These vessels, referred to as resistance arteries, show structural (remodeling) and functional changes in hypertension, that may increase peripheral resistance and thereby blood pressure. Such changes include inward remodeling, hypertrophy, and impaired endothelium-dependent dilation [1].

At the level of the resistance arteries, few studies addressed alterations in gene expression in a genome wide manner. Thus, previous studies compared mRNA expression between spontaneously hypertensive rats (SHR) and its normotensive control, the Wistar Kyoto rat (WKY), in kidney [2,3], adrenal gland [4], vascular smooth muscle cells [5], and in saphenous arteries[6]. One study compared collateral resistance arteries from the mesenteric vascular bed of SHR and WKY [7]. None of these studies included the more recently identified miRNAs, which add another layer of regulation. Therefore, in the current study we tested the hypothesis that gene expression is altered in the development of hypertension in mesenteric arteries of SHR as compared to WKY. To address this hypothesis, we used miRNA and mRNA microarrays, as well as bioinformatical analysis.

As a previous study by our group identified differences in remodeling between sublines of SHR and WKY [8], three sublines of SHR and WKY were used to identify genes that are consistently up or down regulated with hypertension. In addition, to study the change in the expression pattern during hypertension development, two time points where chosen: 6 weeks of age, which is considered as a pre-hypertensive stage, and 5 months of age, where hypertension is established [9]. The data showed differences in miRNA and mRNA expression between SHR and WKY, as well as between both ages in SHR and in WKY. A number of genes, pathways and miRNAs that were found to be differentially expressed in mesenteric arteries of SHR vs. WKY have not been related to hypertension previously.

## Materials and Methods

### Animals

Male SHR and WKY rats at 6 weeks and 5 months of age (n≥5 per sub-line and time point) were obtained from three different locations. The SHR/NCrl, WKY/NCrl, and stroke-prone SHR animals (SHRSP/A3NCrl) rats were obtained from Charles River, the Netherlands. The SHR/NHsd and WKY/NHsd rats were derived from Harlan UK, (Bicester, U.K.) and bred at the local animal facility of the Universidad Autónoma de Madrid, Spain. WKY/NTac rats were obtained from Taconic Farms (Germantown, NY, USA).We studied male rats in order to minimize variations in gene expression related to the estrous cycle in female rats. All experiments were approved by the Committee for Animal Experiments of the Academic Medical Center, Amsterdam. Data on blood pressure and vascular remodeling in this set of animals has been published previously [8].

### Tissue collection

Animals were anesthetized with isoflurane (5%), weighed, heparinized, and blood was taken by a heart puncture. Animals were then killed by decapitation. The intestines were removed in block and placed in chilled MOPS buffer. Second- and third-order branches of the mesenteric artery were dissected using a stereomicroscope. From each animal, two vessels were cleaned from adipose tissue and blood, leaving the adventitia and endothelium intact. They were stored in sterile tubes at -80°C for miRNA and mRNA analysis. Additional vessels were taken for RT-PCR confirmation.

### Microarray analysis

Gene expression was analyzed in WKY and SHR sublines at two ages (6 weeks and 5 months). For each subline, vessels from five animals were pooled, yielding 12 samples in total. Total RNA including microRNAs was isolated using the miRNeasy Micro Kit (Qiagen) according to the manufacturer’s instructions. Integrity of the isolated RNA was evaluated using the RNA 6000 Pico kit and Small RNA kit on a BioAnalyzer system (Agilent Technologies).

For whole transcriptome analysis, 100 ng total RNA per test sample was combined with Spike A and amplified incorporating Cy3 according to the “Agilent Two-Color Microarray-Based Gene Expression Analysis Guide” version 6.6 using the Quick Amp Labeling Kit (Agilent Technologies). As common reference an equimolar pool of all test samples was made of which 100 ng was amplified as described above with the exception that Spike B was included and Cy5 was used for labeling. Synthesized cyanine-dye labeled antisense RNA (aRNA) was purified using the RNeasy MinElute Cleanup Kit (Qiagen) before measuring yield and dye incorporation on a NanoDrop ND-1000. Labeled test samples and common reference were combined and hybridized on SurePrint G3 Rat GE 8x60K microarrays (G4858A-028279, Agilent Technologies) according to the manufacturer’s instructions.

For miRNA expression analysis, 100 ng of total RNA including microRNAs was labeled with Cy3 as described in the “miRNA Microarray System with miRNA Complete Labeling and Hyb Kit Manual” version 2.2 (Agilent Technologies) with the inclusion of spike-ins and the optional desalting step with spin columns (Micro Bio-Spin 6, Bio-Rad). Labeled samples were hybridized on rat 8x15k miRNA microarrays (G4471A-046066, Agilent Technologies), which are based on Sanger miRbase release 19.0. After washing, the arrays were scanned in an ozone-free room with an Agilent DNA microarray scanner (G2565CA, Agilent Technologies). Data was extracted with Feature Extraction software v10.7.3.1 (Agilent Technologies) using the miRNA_107_Sep09 protocol for miRNA microarrays.

Data analyses were carried out with Bioconductor packages in the statistical software package R (Version 3.0.0). Separate analyses were performed for the mRNA and miRNA arrays. All arrays were subjected to a set of quality control checks, such as visual inspection of the scans, checking for spatial effects through pseudo-color plots, and inspection of pre- and post-normalized data with box plots, density plots, ratio-intensity plots, heatmaps and principal component analysis using the arrayQualityMetrics package. Pre-processing and summarization of miRNA probe-level data was done using a modified version of the robust multi-array average (RMA) method with background correction, implemented in the AgiMicroRna package. This pre-processing method has been shown to have better precision than the one recommended by Agilent [10]. Only non-control miRNAs detected on at least one microarray according to Agilent Feature Extraction software were included in the further analysis. Background correction of the mRNA arrays was performed using the “normexp” method [11] with an offset of 15 to adjust the foreground signal without introducing negative values (limma package). The resulting log ratios were transformed using intensity-dependent loess normalization (limma package). Control probes were down-weighted to zero in the normalization step and not included in the further analysis. Normalized log-ratios for replicate probes were averaged. Probe annotation was downloaded from https://earray.chem.agilent.com/earray/catalogGeneLists.do?action=displaylist (028279_D_GeneList_20130204.txt).

For both experiments a 2x2 factorial design was used with strain (WKY/SHR) and age (6 weeks/5 months) as factors. Differential expression was assessed by fitting gene-wise linear models with a factor containing the 4 conditions as explanatory variable. In the mRNA experiment four samples were hybridized twice. These technical replicates were handled by estimating a common value for the intra-replicate correlation and including it in the linear model. To find genes with differential expression between two conditions, we employed a moderated t-test and adjusted the resulting p-values to correct for multiple hypothesis testing using the Benjamini-Hochberg false discovery rate (FDR). For unsupervised analysis of the mRNA data, normalized log-ratios of technical replicate arrays were averaged. Dendrograms were generated with Pearson correlation as distance measure, complete linkage as agglomeration method (function hclust using the 100 miRNAs with highest variance and the genes with an inter-quartile expression range larger than 0.6, respectively.). Principal component analysis was performed on scaled data (function prcomp).

The miRNA and mRNA data have been deposited in the NCBI Gene Expression Omnibus in a MIAME compliant format and are accessible under GEO Series accession number GSE53364.

Further analysis of the microarray data was performed to analyze the expression of Atf6α target genes. The list of targets was obtained from Adachi et al [12] and a ROAST gene set test [13] was performed to determine whether Atf6 targets were either up or down regulated using 10,000 rotations.

### Ingenuity Pathway Analysis (IPA)

IPA software (Ingenuity Systems, http:/www.ingenuity.com), based on gene ontology (GO) and published literature, was used to identify biological processes, canonical pathways, molecular functions and genetic networks where the differentially expressed miRNAs or mRNAs from our microarray data could interact. For the studies, the core analysis tool was used, and the cutoff log ratio was set to 0.5, so that genes/miRNAs with a log2(fold change)>0.5 or <-0.5 were selected. As cell lines, smooth muscle cells, endothelial cells and fibroblasts were chosen in the settings. Top canonical pathways, molecular functions and networks are presented as generated by the software.

### RT-PCR

Quantitative real time PCR was used to evaluate the expression levels of 6 miRNAs and 10 mRNA that emerged as the most up- or down- regulated in the microarray experiments. Samples of mesenteric arteries were obtained from the same animals from WKY/NTac and SHRSP/A3NCrl sublines used for the microarray study. RNA extraction was done using the miRCURY™ RNA Isolation Kit (Exiqon) according to the manufacturer’s instructions. RNA integrity and quantification was evaluated using a RNA 6000 Pico Kit in a Bionalyzer system (Agilent Technologies). RNA with RNA integrity numbers (RIN values) > 7.0 was used for further experiments.

For the miRNA, the RNA (5ng/μL) was transcribed to cDNA using the Universal cDNA synthesis kit II–miRCURY microRNA PCR (Exiqon) following the manufacturer’s instructions. Then, the cDNA was used for the RT-PCR using the Exilent SYBR Green master mix (Exiqon) and miRCURY LNA Universal RT microRNA PCR primers set (Exiqon) for the following miRNAs: rno-miR-29b-3p, rno-miR-31a-5p, rno-miR-542-5p, rno-miR-31a-3p, rno-miR-146a-5p, rno-miR-132-3p and U6 as reference miRNA. The PCR program started with an activation/denaturalization step at 95°C followed by 40 amplification cycles of 10 seconds at 95°C and 60°C for 60 seconds. For mRNA, the RNA (500 ng) was reverse transcribed into double stranded cDNA using the Ovation Pico WTA System V2 kit (NuGEN) following the manufacturer’s instructions. The template cDNA was amplified using specific forward and reverse primers for every gene (Table 1), in combination with SensiFAST SYBR & fluorescein kit (Bioline). The PCR program consisted of an initial heating step (95°C) of 3 minutes to activate the polymerase. Subsequently, 40 amplification cycles of 5 seconds at 95°C and 30 minutes at 65°C allowed denaturation of the DNA and DNA synthesis, respectively, and were followed by a final step of 1 min at 95°C and 1 minute at 65°C. In both cases, after the amplification cycles, a dissociation curve was performed by measuring fluorescence from 65°C until 95°C in steps of 0.5°C. Fluorescence was measured with a iCycler iQ™ detection system (Bio-Rad) and the data was analyzed with myiQ 2.0 software (Bio-Rad). Gene expression was normalized to the reference gene P0 (ribosomal protein large P0). Every experiment included duplicate control reactions and all genes were determined for every sample.

**Table 1:** Real-time PCR primers used for validation of microarray data.

Gene symbol	Gene name	Primer forward/reverse
***P0***	Ribosomal protein large P0	CACAGAAGGGTCCTGGCTTTGTCTGTG
		CGCAAATGCAGATGGATCG
***Pcmtd1***	Protein-L-isoaspartate(D-aspartate) O-methyltransferase	AGCCTTCAGAGCCATTGACC
	domain containing 1	CGCATAATCTGTGTCAACTGATCC
***Ano1***	Anoctamin 1, calcium activated chloride channel	GAGATCGGCATCCCGAAGAT
		GTGCATGGTCCCGTTTTGAC
***Enpp1***	Ectonucleotide pyrophosphatase/phosphodiesterase 1	GTGGTACAAAGGACAGCCGA
		GCCTTGATGACCTCACTGCT
***α-globin***	Alpha Globin	CTGCTGAAATTGGCGCAGAG
		GCAGTGGCTCAGGAACTTGAA
***Thbs4***	Thrombospondin 4	CAGAGCCACACAGAGGCTGTC
		GCAGAAGGTCAAAGACCTGGG
***LOC302022***	Similar to nidogen 2 protein	AGGTCCGAGTGGGCGTCT
		GAGATGATCCCATTGGTGCCC
***Dio3***	Deiodinase, iodothyronine, type III	CACGGGGAACCGTCAAAAAC
		AGTCCTAGCCTCCCTCTTGG
***Esm1***	Endothelial cell-specific molecule 1	CCAAACAGAGCGCGATGC
		CCAGGATCAGCGCGGATTTA
***Mettl24***	Methyltransferase like 24	CGCCTCTACTCTTTAGGGCTG
		GGCACTTTCCAGATCTGCCT
***Sltrk5***	SLIT and NTRK-like family, member 5	AGTACAGCGTCTATGGGGGT
		CCTCCACGGAATTGCCTTCT

Gene symbols, names and sequences of the primers used for the validation of the microarray data.

### Immunohistochemistry

Segments of mesenteric arteries were embedded, frozen and cut into 5μm sections. The sections were then fixed in methanol 100% for 20 minutes. Next, a blocking step consisting of a 45 minutes incubation with 3% bovine serum albumin (BSA) + 0.005% triton X was applied at room temperature. After that, sections were incubated overnight at 4°C with the primary antibody, rabbit anti-rat thrombospondin 4 (Santa Cruz sc-7657-R; 1:100). Samples without primary antibody were used as negative control. After washing, the samples were incubated for 45 minutes at room temperature with secondary antibody, a goat anti-rabbit Cy3-labelled (Brunschwig 111-165-144) in a 1:300 dilution in 1% BSA. Incubation with bisbenzimide (3.5 mg/ml) at 1:100 dilution during 3 minutes was used to visualize the nuclei. Sections were covered with DAKO fluorescent mounting medium (DAKO–S3023) and coverslipped.

### Western Blot

Frozen aortae were pulverized in a Tissuelyser LT (Qiagen). Tissue powder was dissolved in sample buffer (62.5 mM Tris-HCl pH 6.8, 2% SDS (W/V), 10% (V/V) glycerol, 5% (V/V) mercaptoethanol) containing phosphatase and protease inhibitors (Sigma, St. Louis, USA). Protein concentration was determined using the Bio Rad DCprotein assay and 20 μg protein was loaded in the wells of precast AnyKD gels (TGX Criterion, Bio Rad, Hercules, CA, USA). Following separation in Tris-Glycine buffer, proteins were transferred to membranes (0.2 μm nitrocellulose) using the Turboblot system (Bio Rad), blocked in casein buffer (Bio Rad), washed (20 mM Tris-HCl, 0.5 M NaCl, 0.05% (v/v) Tween 20, pH 7.5), and incubated with primary antibodies raised against THBS4 (sc-390734, Santa Cruz, 1:100;), ATF6α (ab11909 abcam, 1:250), MANF (ab67271 abcam, 1:500) and PDI (#3501 Cell Signaling, 1:1000), all added directly to the blocking buffer. After washing and incubation with horseradish peroxidase-conjugated secondary antibodies (Cell Signaling Technology, Danvers, MA, USA) blots were developed using West Femto substrate (Pierce, Rockford, IL) and captured using the Odessey Fc instrument (LI-COR Biosciences). Because the loading controls tested changed in hypertension vs. normotension, bands were normalized to protein remaining on the gels after transfer, as shown previously [14]. Protein was detected using Biosafe Coomassie G-250 stain.

### Statistical analysis

Statistical analysis for the microarray was explain in the microarray analysis methods section. For other parameters, the software GraphPad Prism 5 (GraphPad Software Inc.) was used. In the case of the PCR experiments performed for validation of the microarray data, differences between WKY and SHR were tested using Mann–Whitney U test.

## Results

### Principal component analysis

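miRNA expression was measured in mesenteric small arteries of 3 sublines of WKY (WKY/NHsd, WKY/NTac and WKY/NCrl), the normotensive strain, and of 3 sublines of SHR (SHR/NHsd, SHR/NCrl and the stroke-prone SHR/SP). The NHsd sublines of both strains were bred at another site than the other sublines. Each subline was sampled at 6 weeks and at 5 months of age, and the vessels of 5 animals were pooled for each sample. This gave 12 samples, 1 per subline and age, in 4 groups of 3. Errors are therefore the spread among sublines, and animals within a pool were not measured one by one. Labeled total RNA of each pool was hybridized to 1 rat miRNA array, a glass slide area with probes complementary to mature rat miRNAs. Each miRNA had 1 to 4 probes and each probe 5 to 20 spots. The arrays lay on 2 slides, 8 on slide 1 and 4 on slide 2. WKY/NHsd was the only WKY array of 5 months on slide 1, and SHR/NHsd was the only SHR array of 6 weeks on slide 2. The mean brightness of each spot, as deposited by the authors, was background-corrected, quantile-normalized and summarized per miRNA by robust multi-array average (RMA). Values are on the log2 scale. The 307 miRNAs that the scanner software detected on at least 1 array were tested with limma, in 1 linear model with the 4 groups as a factor. P-values were adjusted by the Benjamini-Hochberg method over the 307 miRNAs, and an adjusted p under 0.05 was counted as a difference. A miRNA that was detected on none of the 3 arrays of a group was set there, on each array, to the higher of the dimmest detected miRNA and its own value, and its fold is given as a lower bound ("at least"). Where its own value was the higher on all 3 arrays, the fitted fold stood unchanged and is given as an estimate, not as a bound. Bounds and estimates hold for this processing only, and some of these folds were smaller with other processing.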

We analyzed miRNA and mRNA expression in mesenteric arteries of WKY rats and SHR at 6 weeks and 5 months of age. These time points were chosen with the objective of representing a pre-hypertensive stage and a phase of established hypertension. During the analysis, all miRNA samples passed quality control. However, in the mRNA experiment, two out of the twelve samples did not pass quality control, and were therefore excluded from further analysis (WKY/NHsd and SHR/NHsd at 5 months of age). 

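The arteries of all 4 groups gave arrays of similar brightness. In WKY a median of 238 miRNAs was detected per array at 6 weeks (range 227 to 264, n = 3) and 238 at 5 months (range 224 to 249, n = 3). In SHR the median was 244 at 6 weeks (highest 251, n = 3, with the lowest count of all 12 arrays in this group) and 231 at 5 months (range 231 to 233, n = 3). miR-143-3p, a miRNA of vascular smooth muscle, had a mean of 15.12 ± 0.14 (SD, n = 3) in WKY at 6 weeks. Of the 307 miRNAs detected on at least 1 array, 188 were detected on all 12. Between 22.9% and 28.2% of the spots lay well above background, and 0 spots were saturated. The median spot signal per array was 69.3 to 75.5 over a median local background of 56 to 59.5, so most probes were near background and the number of arrays limits the precision.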

Principal component analysis and hierarchical clustering of both miRNA and mRNA expression showed a clear separation between young and mature rats, indicating an overall pattern of age-related changes in expression (Fig 1). 

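All arrays of young rats lay on one side of the first principal component and all arrays of mature rats on the other. The 3 SHR sublines had PC1 scores of -13.2 (SHR/SP), -9.27 (SHR/NCrl) and -16.6 (SHR/NHsd) at 6 weeks, and of 9.94, 8.20 and 10.6 at 5 months. In WKY the scores were -1.93 (WKY/NTac), -11.1 (WKY/NCrl) and -6.72 (WKY/NHsd) at 6 weeks, and 9.06, 8.88 and 12.2 at 5 months. PC1 carried 38.3% of the variance of the scaled values, and its mean score was 19.6 higher at 5 months (exact permutation test, two-sided, p = 0.0022, the smallest that 6 arrays against 6 allow). The ages lay apart on slide 1 and on slide 2 alike. Age accounted for 40.9% of the sum of squares of the log2 values (exact permutation of the age labels, one-sided, p = 0.0022). Both permutations ignored that each subline gave 1 array at each age. Swaps within sublines, which are fewer and allow only a larger smallest p, were not run for these values. With arrays scaled to one median in place of quantile normalization, the difference in PC1 score was 1.62 and did not pass its test, while age still accounted for 34.2% of the sum of squares. From the separation of young and mature rats, the paper concludes that expression followed a pattern of age-related change.

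**Figure D1:**
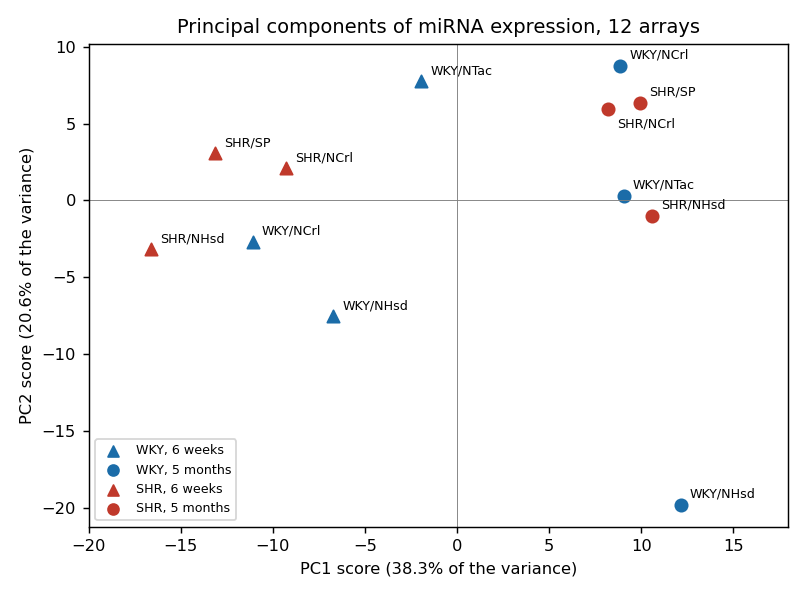
Scores of the 12 arrays on PC1 (horizontal axis) and PC2 (vertical axis) of the scaled log2 values of 307 miRNAs; each point is 1 pool of 5 animals, triangles stand for 6 weeks, circles for 5 months, blue for WKY and red for SHR. The 6 triangles lie below 0 on PC1 and the 6 circles above 0, and WKY/NHsd at 5 months lies lowest on PC2.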

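With each subline taken as the unit, strain accounted for 12.8% of the sum of squares of the log2 values. In an exact permutation of strain over the 6 sublines, 2 of the 10 possible splits gave a share as large (one-sided p = 0.2), and the highest other split gave 14.2%. On PC2, which carried 20.6% of the variance, the mean score of the SHR sublines was 4.42 higher than that of the WKY sublines (exact permutation test, two-sided, p = 0.6; the smallest that 3 sublines against 3 allow is 0.1). On PC3, which carried 11.9% and was chosen after its scores were seen, SHR scored 10.3 higher than WKY, a difference that was not tested.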

WKY and SHR were less clearly separated in the principal component analysis and hierarchical clustering, indicating a weaker relationship of miRNA and mRNA expression with hypertension than with maturation.

**Fig 1:**
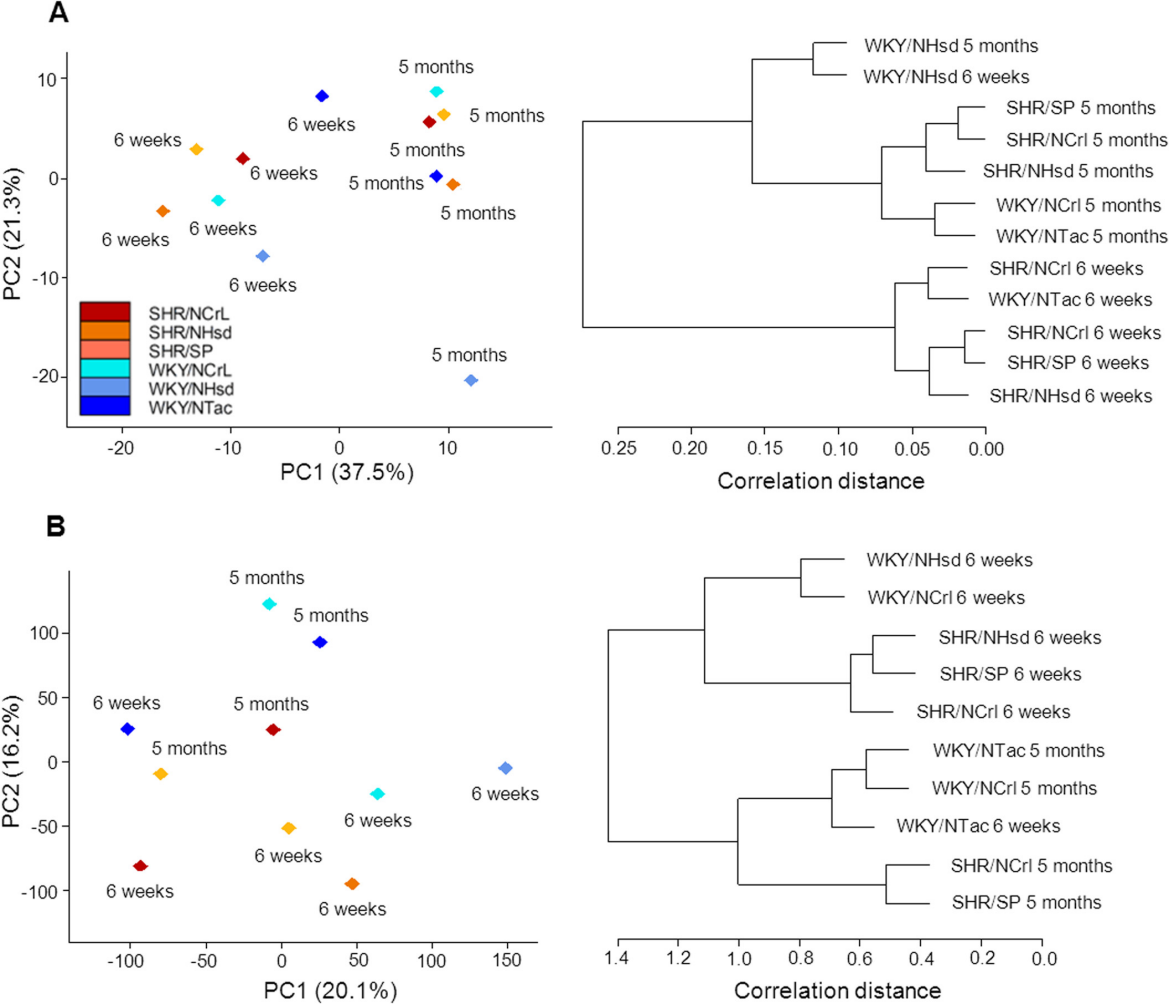
Principal component analysis and hierarchical clustering. miRNA (panel A) and mRNA expression (panel B) were analyzed in mesenteric arteries from WKY and SHR sublines at 6 weeks and 5 months of age. A clear clustering of age groups was observed, indicating strong age-related gene expression. Note that in panel A, the WKY/NHsd (5 months) stands out. In panel B, WKY/Tac at 6 weeks of age clusters with the WKY groups of 5 months of age. WKY and SHR less clearly separate, indicating a weaker relationship of gene expression with blood pressure. PC: principal component. Numbers in brackets: contribution of the principal component to variability in the data, given as percentage.

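The array of WKY/NHsd at 5 months lay -19.8 on PC2, while WKY/NTac and WKY/NCrl of the same age lay at 0.283 and 8.75. Against the mean of the other 2 WKY arrays of 5 months, miR-327 was 4.49 higher on the log2 scale, miR-215 3.77, miR-3473 3.32 and miR-200b-3p 2.57. miR-196b-5p and miR-196a-5p, which derive from the Hox gene clusters, deviated by -2.55 and -1.60. At 6 weeks WKY/NHsd deviated from the other WKY sublines in miR-327 by 2.51, in miR-196b-5p by -2.84 and in miR-196a-5p by -1.67. In miR-215 its deviation at 6 weeks was 0.12. These miRNAs were chosen after their values were seen. In all, 46 miRNAs of WKY/NHsd at 5 months deviated by more than 1 on the log2 scale, 37 above and 9 below, and 36 of WKY/NCrl at 5 months, 5 above and 31 below. These are single arrays, so no test was made, and WKY/NHsd differed from the other WKY arrays of 5 months in slide and breeding site as well.

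**Figure D2:**
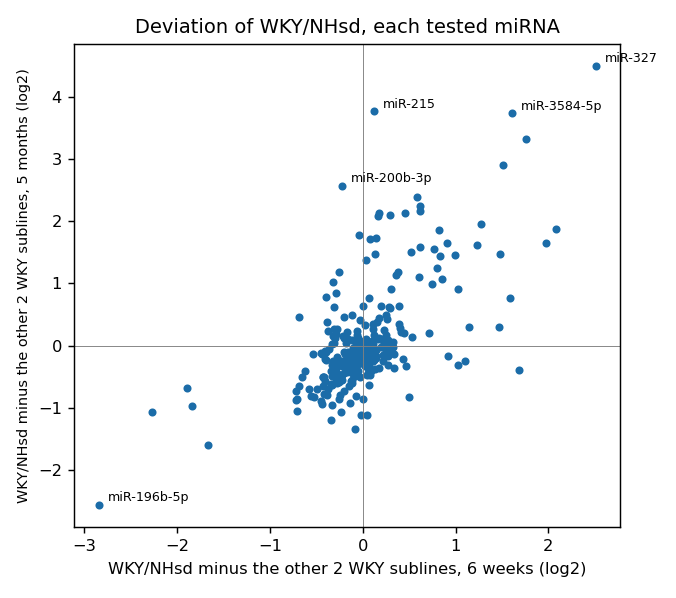
Deviation of WKY/NHsd from the mean of the other 2 WKY sublines at 6 weeks (horizontal axis, log2) and at 5 months (vertical axis, log2); each point is 1 of 307 tested miRNAs. miR-327 deviated upward and miR-196b-5p downward at both ages, and miR-215 at 5 months.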

### Differential expression

From a total number of 307 miRNAs that were tested, WKY showed significant differential expression (FDR<0.05) of 56 miRNAs when comparing young (6 weeks) and mature (5 months) rats (Fig 2A). 

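In WKY arteries, miR-542-5p fell most with age in this processing, while without background correction its log2 fold change was -0.68. It is encoded in a miRNA cluster of the X chromosome that also holds miR-322 and miR-503, and its probe maps to chromosome X of rn4 from 139996205 to 139996221. Its expression was 5.76 ± 0.66 (SD, n = 3) at 6 weeks and 3.08 ± 0.71 (SD, n = 3) at 5 months (log2 fold change -2.69, standard error 0.39, adjusted p = 0.00119 from limma). miR-136-3p was not detected at 5 months and was 2.74-fold lower there by the fitted values (adjusted p = 3.5e-04). miR-181c-5p fell by 1.36 on the log2 scale (standard error 0.24). miR-194-5p rose (log2 fold change 1.13, standard error 0.25, adjusted p = 0.0103), as did miR-101a-3p (log2 fold change 0.81, standard error 0.18, adjusted p = 0.0103) and miR-7a-5p (log2 fold change 0.67, standard error 0.14, adjusted p = 0.00691). Together 61 of the 307 miRNAs differed, 16 higher and 45 lower at 5 months, and 101 had an unadjusted p under 0.05. In 97 miRNAs (31.6%) the arrays of the ages did not overlap, against 10% by chance. 9 of the 61 were detected at 1 age only.

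Several lists passed camera in WKY, a test of a list against the other miRNAs with a preset correlation of 0.01. With an estimated correlation the adjusted p was 0.360 for the epithelial list and 0.350 for the other families below. miR-181 members had a median change of -0.58, with 3 of 5 lower (4 when adjusted over the list alone, camera adjusted p = 0.00814). In the miR-17 to miR-92 clusters, which promote cell proliferation, the median was -0.40, and 1 of 12 was lower (1 when adjusted over the list alone, camera adjusted p = 0.0138). The median of the miR-199 and miR-214 family was -0.46, with 2 of 3 lower (3 when adjusted over the list alone, camera adjusted p = 0.0295). That of the miR-15 and miR-16 family was -0.27, and 2 of 5 were lower (3 when adjusted over the list alone, camera adjusted p = 0.0258). With arrays scaled to the 75th percentile of all probes the medians were -0.29 for miR-181, -0.22 for miR-17 to miR-92, -0.10 for miR-199 and miR-214 and 0.02 for miR-15 and miR-16, and with arrays scaled to one median -0.96, -0.69, -0.78 and -0.57. Without background correction those of miR-181 and miR-17 to miR-92 were -0.15 and -0.12. Epithelial miRNAs had a median of 0.80, with miR-194-5p and miR-192-5p as the 2 of 5 that were higher (2 when adjusted over the list alone, camera adjusted p = 0.0289). That median was 1.48 on slide 1, 0.21 on slide 2 and 0.23 without background correction, and the list's mean was 2.46 ± 0.25 (SD, n = 3) at 6 weeks and 3.33 ± 0.98 (SD, n = 3) at 5 months. Of its members, miR-215 and miR-200b-3p were 3.77 and 2.57 higher in WKY/NHsd than in the other WKY arrays of 5 months. miR-192-5p had an adjusted p of 0.0766 without WKY/NHsd at 6 weeks, 0.0562 without it at 5 months and 0.0779 without WKY/NCrl at 6 weeks.

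With slide as a block 62 miRNAs differed, on slide 1 alone 48 and on slide 2 alone 0 (73 with an unadjusted p under 0.05 from limma), where WKY had 1 array of 6 weeks and 2 of 5 months. The balance of rises and falls depended on the scaling: 2 higher and 28 lower with arrays scaled to one median, 37 and 41 with the 75th percentile of detected probes. Median scaling moved the median change of all miRNAs by -0.27 on the log2 scale and the 75th percentile of all probes by 0.12.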

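In SHR arteries, miR-30c-2-3p rose from 4.38 ± 0.15 (SD, n = 3) at 6 weeks to 5.49 ± 0.12 (SD, n = 3) at 5 months (log2 fold change 1.10, standard error 0.18, adjusted p = 9.6e-04 from limma). miR-34a-5p, a miRNA linked to cell senescence, rose (log2 fold change 1.40, standard error 0.37, adjusted p = 0.0156), with an adjusted p of 0.0629 without SHR/NHsd at 6 weeks. miR-222-3p rose (log2 fold change 1.20, standard error 0.31, adjusted p = 0.0134), with an adjusted p of 0.0577 without SHR/SP at 5 months and 0.0544 without it at 6 weeks. The endothelial miR-126a-3p fell (log2 fold change -0.56, standard error 0.14, adjusted p = 0.0127). miR-542-3p fell by 2.75 on the log2 scale (standard error 0.41) and miR-379-5p by 2.75 (standard error 0.29). miR-299a-5p was not detected at 5 months and was 4.80-fold lower there by the fitted values (adjusted p = 5.9e-05). That is a fold of 0.21, and it was 0.29 with the deposited table. Together 99 miRNAs differed, 48 higher and 51 lower at 5 months. The arrays of the ages did not overlap in 163 miRNAs (53.1%; 10% by chance), and 21 of the 99 were detected at 1 age only. In a fit with slide as a block 82 differed and on slide 1 alone 68; slide 2 held no SHR array of 5 months. With arrays scaled to one median 49 differed (12 higher and 37 lower), and with the 75th percentile of all probes 78 were higher and 38 lower. The median change of all miRNAs moved by -0.25 with the 75th percentile of detected probes and by 0.17 with that of all probes.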

In SHR, 96 miRNAs were significantly differentially expressed upon maturation. Of these, 46 miRNAs were shared between WKY and SHR (Fig 2A). 

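miR-29b-3p, miR-194-5p and miR-7a-5p rose in both strains, and miR-542-5p, miR-322-5p and miR-299a-5p fell in both. Here 48 miRNAs differed with age in the same direction in WKY and SHR, 15 higher and 33 lower at 5 months, where independent choice would share 2.50 and 7.48. In WKY alone 1 was higher, miR-374-5p, which was chosen after its values were seen (log2 fold change 0.67, standard error 0.19, adjusted p = 0.0303; in SHR 0.48 (adjusted p = 0.0820)), and 12 were lower. Its adjusted p in WKY was 0.0692 without WKY/NHsd at 6 weeks, 0.0993 without WKY/NCrl at 6 weeks, 0.0965 without WKY/NTac at 5 months and 0.0838 without WKY/NCrl at 5 months, and 0.0583 with the subline as a block. In SHR alone 33 were higher and 18 lower, and 49 of these 51 had the same direction in WKY, by a median of 0.35 against 0.66 in SHR. They were chosen for passing in SHR alone, so part of that gap follows from the choice. Across the 307 miRNAs the age changes of the strains, which share no array, had a Pearson r of 0.827 and a Spearman rho of 0.742; miRNAs are not independent replicates. With arrays scaled to one median 23 were shared, on slide 1 alone 28, and with only the 2 groups of each comparison in the model 26.

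**Figure D3:**
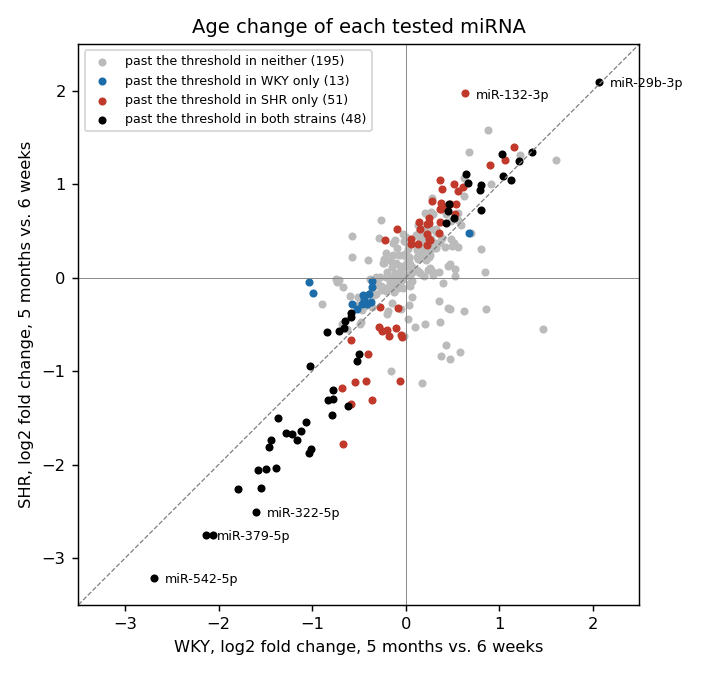
Log2 fold change with age (5 months vs. 6 weeks) in WKY (horizontal axis) and SHR (vertical axis); each point is 1 of 307 miRNAs, black where it passed the threshold in both strains, blue in WKY only, red in SHR only and grey in neither, and the dashed line marks equal changes. miR-29b-3p lies near 2 in both strains and miR-542-5p near the lower left corner.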

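Many of the miRNAs that fell with age come from clusters that are transcribed together. The Dlk1-Dio3 region of chromosome 6, an imprinted region active in fetal tissue, holds miR-127-3p (probe on chromosome 6 of rn4 from 134184372 to 134184389), miR-379-5p (134388218 to 134388233) and miR-411-3p (134389395 to 134389411). miR-127-3p fell by 1.39 on the log2 scale in WKY and by 2.03 in SHR (standard error 0.18). miR-411-3p fell by 1.49 and 2.04 (standard error 0.19). Of 36 tested members of this cluster 17 were lower at 5 months in WKY (21 when adjusted over the list alone) and 27 in SHR (27 when adjusted over the list alone), and none was higher. The median change was -0.65 in WKY and -1.14 in SHR (camera adjusted p = 3.1e-09 and 4.8e-15, or 0.350 and 0.315 with an estimated correlation). Without the members detected at neither age (2 in WKY, 4 in SHR), and with those detected at 1 age set at their bound, it was -0.67 and -1.30. The size depended on the background step: it was -0.31 and -0.59 with a normexp background, and -0.06 and -0.10 without background correction.

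The miR-322 cluster of the X chromosome holds miR-322-5p (chromosome X of rn4 from 140000184 to 140000204), miR-450a-5p (139994968 to 139994985), miR-503-5p and both arms of miR-542, and miR-322 and miR-503 restrain the cell cycle. miR-322-5p fell by 1.60 in WKY and 2.50 in SHR (standard error 0.28), and miR-450a-5p by 1.55 and 2.25 (standard error 0.28). miR-503-5p was not detected at 5 months. It was at least 2.56-fold lower there in WKY and 3.34-fold lower by the fitted values in SHR. All 6 tested members were lower in each strain (6 when adjusted over the list alone), with a median of -1.59 in WKY and -2.38 in SHR (camera adjusted p = 4.5e-05 and 1.6e-05, or 0.350 and 0.363 with an estimated correlation). Without background correction that median was -0.47 and -0.68. In the miR-30 family 3 of 11 members were higher in WKY (4 when adjusted over the list alone) and 7 in SHR (7 when adjusted over the list alone). Its median was 0.33 and 0.41 (camera adjusted p = 8.5e-04 and 0.00115, or 0.350 and 0.655 with an estimated correlation), and 0.07 in WKY with arrays scaled to one median. These directions were the same with every scaling that was tried.

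**Figure D4:**
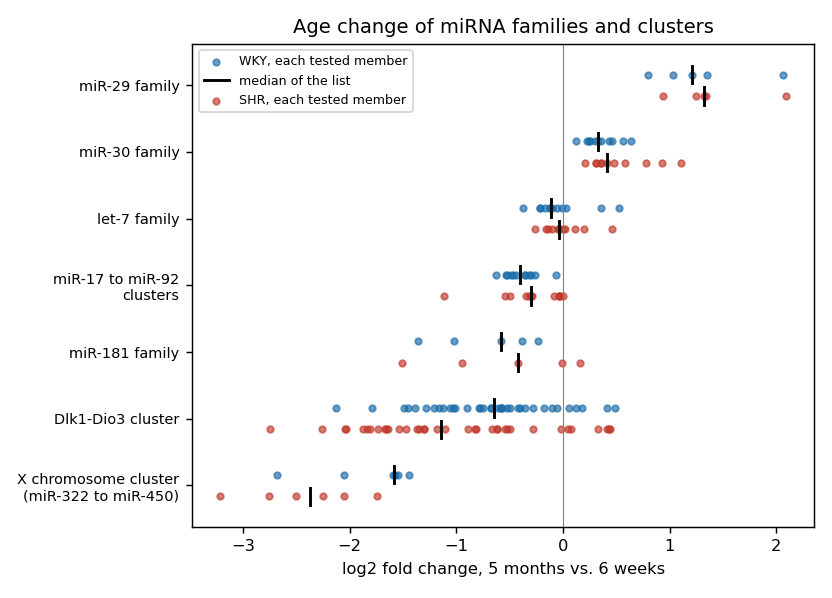
Log2 fold change with age (5 months vs. 6 weeks, horizontal axis) of each tested member of 7 families and clusters (vertical axis), blue for WKY and red for SHR; black bars mark the median of a list. The members of the X chromosome cluster all lie below 0 and those of the miR-29 and miR-30 families above 0; the medians of the miR-181 and miR-17 to miR-92 lists in SHR lie below 0 here but at 0.12 and 0.00 with arrays scaled to the 75th percentile of all probes.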

The most strongly up- and down-regulated miRNAs are listed in Table 2. 

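At 6 weeks, miR-31a-5p, miR-31a-3p and miR-337-5p were higher in SHR than in WKY arteries, and miR-125a-3p and miR-290 were lower. miR-337-5p, a member of the Dlk1-Dio3 cluster whose probe maps to chromosome 6 of rn4 from 134176783 to 134176799, was 1.72 ± 0.19 (SD, n = 3) in WKY and 2.49 ± 0.15 (SD, n = 3) in SHR (log2 fold change 0.77, standard error 0.13, adjusted p = 0.0171 from limma). miR-125a-3p had a log2 fold change of -0.64 (standard error 0.12, adjusted p = 0.0235) and miR-290 of -0.59 (standard error 0.12, adjusted p = 0.0400). In total 5 miRNAs differed at 6 weeks, and 49 had an unadjusted p under 0.05. At 5 months 1 differed, miR-146a-5p, which was lower in SHR, and 34 had an unadjusted p under 0.05. The balance of calls depended on the scaling. At 5 months 12 of 13 were higher in SHR with arrays scaled to the 75th percentile of detected probes and 5 of 6 with that of all probes. At 6 weeks 5 of 5 were higher with the former, and 2 of 2 with the latter, with arrays scaled to one median and with the deposited table. There, 3 of 5 were higher without background correction, 2 of 3 with a normexp background and 2 of 4 with the scanner software's total gene signal. The arrays of the strains did not overlap in 76 miRNAs (24.8%) at 6 weeks and in 66 (21.5%) at 5 months, against 10% by chance.

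These counts rested on single arrays, and counts marked unadjusted are at an unadjusted p under 0.05 from limma. At 6 weeks the count was 0 without WKY/NHsd at 6 weeks (40 unadjusted), 0 without SHR/SP at 6 weeks (34 unadjusted), 0 without SHR/NCrl at 6 weeks (49 unadjusted) and 1 without SHR/NHsd at 6 weeks. The adjusted p of miR-337-5p was 0.0868 without WKY/NHsd at 6 weeks, 0.0929 without SHR/SP at 6 weeks, 0.0515 without SHR/NCrl at 6 weeks and 0.0803 without SHR/NHsd at 6 weeks, and that of miR-125a-3p was 0.140 without WKY/NHsd at 6 weeks, 0.149 without SHR/SP at 6 weeks, 0.0515 without SHR/NCrl at 6 weeks and 0.0879 without SHR/NHsd at 6 weeks. miR-290 was past the threshold in 1 of the 12 fits without 1 array. At 5 months the count was 3 without WKY/NTac at 6 weeks, 3 without WKY/NCrl at 6 weeks, 2 without WKY/NTac at 5 months, 0 without SHR/SP at 5 months (25 unadjusted), 0 without WKY/NHsd at 5 months (35 unadjusted) and 0 without WKY/NCrl at 5 months (41 unadjusted). With slide as a block 5 miRNAs differed at 6 weeks and 0 at 5 months (33 with an unadjusted p under 0.05 from limma). On slide 1 alone 0 differed at 6 weeks (44 with an unadjusted p under 0.05). At 5 months its only WKY array was WKY/NHsd, so calls there cannot be told from traits of that subline. On slide 2 SHR had no array of 5 months. The median difference of all miRNAs moved by 0.19 at 6 weeks with arrays scaled to the 75th percentile of detected probes, and at 5 months by 0.31 with median scaling and 0.11 with the 75th percentile of all probes.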

A direct comparison of WKY and SHR miRNA expression profiles showed only few differences between WKY and SHR. 

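miR-31a is encoded on chromosome 5; in rn4 the probe of its 5p arm maps from 108497681 to 108497697 and that of its 3p arm from 108497716 to 108497734. In GRCr8 the gene lies within a long noncoding RNA. At 6 weeks miR-31a-5p was 3.46 ± 1.09 (SD, n = 3) in WKY and 6.26 ± 0.38 (SD, n = 3) in SHR, a 6.99-fold difference (log2 fold change 2.81, standard error 0.49, adjusted p = 0.0171 from limma). miR-31a-3p was 1.83 ± 0.74 (SD, n = 3) in WKY, where 1 of the 3 arrays detected it, and 4.26 ± 0.58 (SD, n = 3) in SHR, a 5.36-fold difference (log2 fold change 2.42, standard error 0.39, adjusted p = 0.0171). At 5 months miR-31a-5p was 3.44 ± 0.31 (SD, n = 3) in WKY and 5.64 ± 0.58 (SD, n = 3) in SHR, a 4.59-fold difference that did not pass the threshold (log2 fold change 2.20, standard error 0.49, adjusted p = 0.0609). miR-31a-3p was detected on 0 of the 3 WKY arrays of 5 months and was 3.89-fold higher in SHR by the fitted values, which did not pass either (adjusted p = 0.0563). With the deposited table its fold was 2.80. In each arm and at each age the 3 SHR arrays lay above the 3 WKY arrays.

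At 6 weeks the adjusted p of miR-31a-5p was 0.0868 without WKY/NHsd at 6 weeks, 0.100 without SHR/SP at 6 weeks, 0.0515 without SHR/NCrl at 6 weeks and 0.0561 without SHR/NHsd at 6 weeks, and that of miR-31a-3p 0.0868 without WKY/NHsd at 6 weeks, 0.0929 without SHR/SP at 6 weeks and 0.0515 without SHR/NCrl at 6 weeks. At 5 months miR-31a-5p passed without WKY/NTac at 6 weeks (adjusted p = 0.0246) and without WKY/NCrl at 6 weeks (0.0225), and miR-31a-3p without the same arrays (0.0246 and 0.0281). With slide as a block the log2 fold change of miR-31a-5p was 2.81 at 6 weeks and 1.62 at 5 months. At 6 weeks it was 2.46 on slide 1 and 3.49 on slide 2, and that of miR-31a-3p was 2.40 and 2.47. Both arms are near background: without background correction the log2 fold change at 6 weeks was 0.81 for miR-31a-5p and 0.31 for miR-31a-3p.

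**Figure D5:**
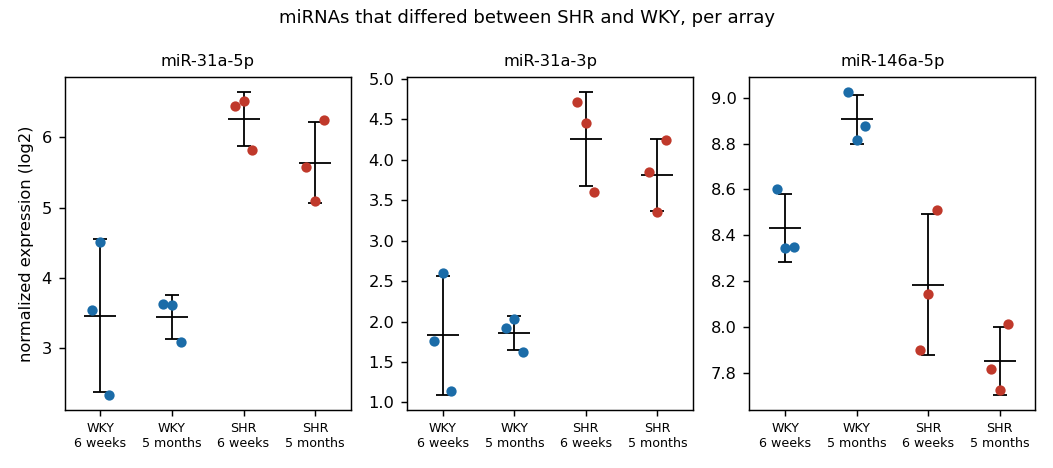
Normalized expression (log2, vertical axis) of miR-31a-5p, miR-31a-3p and miR-146a-5p in each strain and age; each point is 1 array, horizontal marks are means of 3 arrays and bars are SD. The SHR points of both miR-31a arms lie above the WKY points at each age, and the SHR points of miR-146a-5p lie below the WKY points at 5 months.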

Only miR-31a-3p and miR-31a-5p were significantly upregulated in SHR at both 6 weeks and 5 months of age. In addition, at 5 months of age a significant decrease in the expression of miR-146a-5p was found in SHR as compared to WKY (Fig 2B).

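miR-146a-5p, a miRNA that dampens inflammatory signaling, has its probe on chromosome 10 of rn4 from 28476386 to 28476405. It was 8.90 ± 0.11 (SD, n = 3) in WKY and 7.85 ± 0.15 (SD, n = 3) in SHR at 5 months (log2 fold change -1.05, standard error 0.16, adjusted p = 0.0183 from limma), and lower on each SHR array than on each WKY array. At 6 weeks it was 8.43 ± 0.15 (SD, n = 3) in WKY and 8.18 ± 0.31 (SD, n = 3) in SHR (log2 fold change -0.25, standard error 0.16, adjusted p = 0.483), and 0.16 was the log2 fold change on slide 2 alone. The strain difference was not shown to change with age (interaction log2 -0.81, standard error 0.23, adjusted p = 0.377). The adjusted p at 5 months was 0.0595 without SHR/NCrl at 5 months, 0.0944 without SHR/SP at 5 months, 0.0930 without WKY/NHsd at 5 months and 0.0618 without WKY/NCrl at 5 months. With slide as a block the log2 fold change at 5 months was -1.01 (adjusted p = 0.0741), on slide 1 alone it was -1.17, and with arrays scaled to one median -0.62 (adjusted p = 0.329). miR-146b-5p, the other tested member of the miR-146 family, went the other way at 5 months, with a log2 fold change of 1.10. It did not pass over all tested miRNAs but did when adjusted over the list alone.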

**Fig 2:**
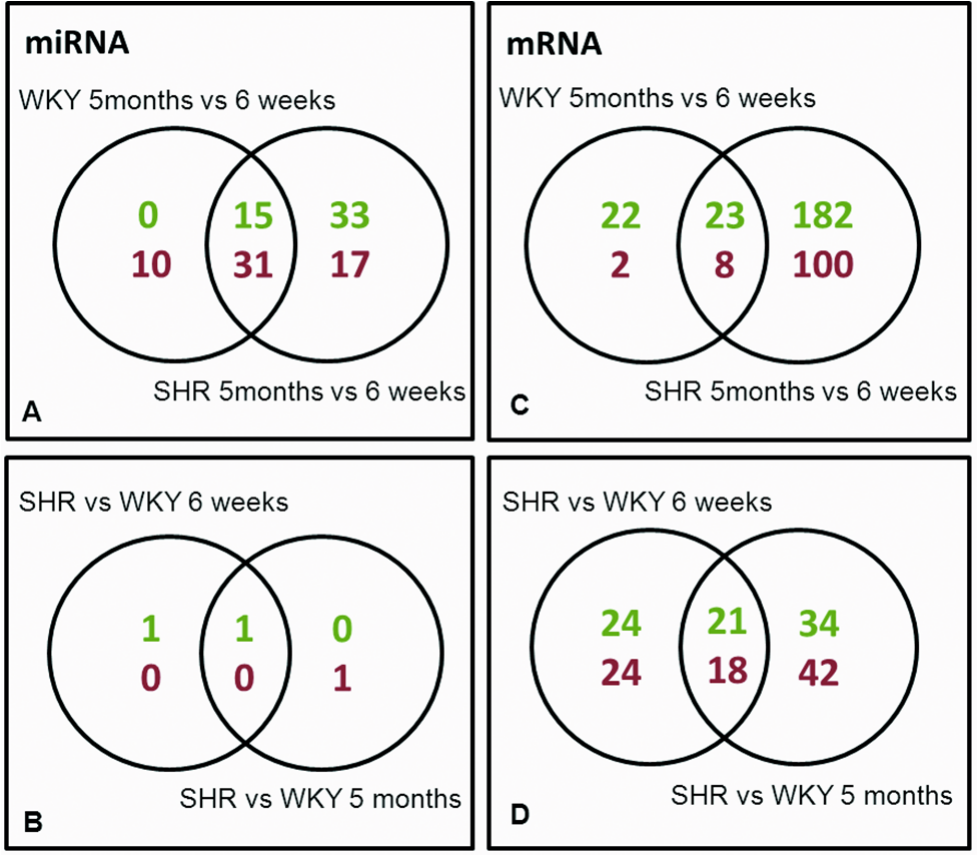
Differences in miRNA and mRNA expression. Venn diagrams showing the number of miRNAs (A, B) and mRNAs (C, D) that were significantly different in each comparison. Upper numbers (green) indicate the number of up-regulated genes; lower numbers (red) indicate number of down-regulated genes.

**Table 2:** List of most strongly up- and down-regulated microRNAs.

**5 months vs. 6 weeks**					
**WKY**			**SHR**		
	**fold**			**fold**	
**miRNA**	**array**	**PCR**	**miRNA**	**array**	**PCR**
rno-miR-29b-3p	**4.1**	2.2*	rno-miR-29b-3p	**4.2**	**4.2**
rno-miR-29a-3p	**2.5**		rno-miR-132-3p	**2.9**	**2.3**
rno-miR-29c-3p	**2.3**		rno-miR-34a-5p	**2.6**	
rno-miR-29c-5p	**2.0**		rno-miR-29a-3p	**2.6**	
rno-miR-194-5p	**1.9**		rno-miR-29c-5p	**2.4**	
rno-miR-222-3p	**1.8**		rno-miR-29c-3p	**2.4**	
rno-miR-598-3p	**1.8**		rno-miR-145-3p	**2.1**	
rno-miR-7a-5p	**1.8**		rno-miR-222-3p	**2.1**	
rno-miR-101a-3p	**1.7**		rno-miR-598-3p	**2.0**	
rno-miR-192-5p	**1.7**		rno-miR-30c-2-3p	**2.0**	
rno-miR-322-3p	**0.5**		rno-miR-434-3p	**0.3**	
rno-miR-127-3p	**0.4**		rno-miR-450a-5p	**0.3**	
rno-miR-450a-5p	**0.4**		rno-miR-299a-5p	**0.3**	
rno-miR-181c-5p	**0.4**		rno-miR-411-3p	**0.3**	
rno-miR-411-3p	**0.4**		rno-miR-127-3p	**0.3**	
rno-miR-299a-5p	**0.4**		rno-miR-136-5p	**0.3**	
rno-miR-322-5p	**0.3**		rno-miR-379-5p	**0.2**	
rno-miR-379-5p	**0.3**		rno-miR-542-3p	**0.2**	
rno-miR-542-3p	**0.3**		rno-miR-322-5p	**0.2**	
rno-miR-542-5p	**0.2**	0.06*	rno-miR-542-5p	**0.1**	0.02*
				****	
**SHR vs. WKY**					
**6 weeks**			**5 months**		
rno-miR-31a-5p	**5.8**	**5.5**	rno-miR-31a-3p	**2.8**	7.8*
rno-miR-31a-3p	**3.5**	16.9*	rno-miR-146a-5p	**0.5**	0.3*

The upper part lists miRNAs that are differentially expressed upon maturation in WKY and SHR (5 months vs. 6 weeks; adjusted P-value <0.05). Maturation shows many similarities in WKY and SHR, with some exceptions such as miR-132-3p. 

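miR-132-3p was not detected on the arrays of 6 weeks in SHR. By the fitted values it rose 3.93-fold by 5 months (log2 fold change 1.97, standard error 0.39, adjusted p = 0.00333 from limma), and 2.87-fold with the deposited table. Its mean was 2.36 ± 0.37 (SD, n = 3) at 6 weeks and 4.33 ± 0.85 (SD, n = 3) at 5 months in SHR, and 1.77 ± 0.34 (SD, n = 3) and 2.41 ± 0.36 (SD, n = 3) in WKY, where the change did not pass the threshold (log2 fold change 0.64, standard error 0.39, adjusted p = 0.300). The difference between these changes was 1.33 on the log2 scale (standard error 0.55, adjusted p = 0.524) and did not pass. Of 307 miRNAs, 0 passed the limma test of an age change that differs between the strains, and 27 had an unadjusted p under 0.05, with a smallest adjusted p of 0.377. With slide as a block 0 passed (21 with an unadjusted p under 0.05). Slide 1 alone held WKY/NHsd as its only WKY array of 5 months, so it cannot separate the strain from this subline. In a fit with slide as a block miR-132-3p changed by 1.88 in SHR, and on slide 1 alone by 1.99. Without background correction its change in SHR was 0.29.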

The lower part of the table shows a direct comparison between SHR and WKY, which yielded only 3 miRNAs that were significantly differentially expressed. Fold change obtained during PCR confirmation is also shown (* p <0.05, n = 5–6).

At the mRNA level we tested 30367 genes, of which 55 were differentially expressed in WKY when comparing expression at 6 weeks to 5 months of age. In SHR, a much larger set of 313 genes were differentially expressed upon maturation, representing approximately 1% of the genes probed on the microarray (Fig 2C). Among the age-related genes, 31 genes were shared between WKY and SHR (Fig 2C). Genes specific for maturation of either WKY or SHR vessels (comparing the expression at 5 months vs. 6 weeks) are listed in Table 3. Comparison of WKY to SHR showed that at 6 weeks of age 87 genes were differentially expressed. At 5 months of age, 115 genes were differentially expressed. Of these, 39 genes were differentially expressed at both time points (Fig 2D). A list of the most strongly up- and downregulated genes that were present at both ages, in SHR as compared to WKY, is shown in Table 3.

**Table 3:** List of most strongly up- and down-regulated mRNAs.

Systematic name	Gene Symbol	Gene name	Fold change			
			**array**		**PCR**	**Ratio**
			**WKY**	**SHR**	**SHR**	**SHR/WKY**
**Specific for WKY maturation**						
NM_031116	*Ccl5*	chemokine (C-C motif) ligand 5	**6.9**	**2.1**		**0.3**
			****	****		****
**Specific for SHR maturation**			****	****		****
NM_017210	*Dio3*	deiodinase, iodothyronine, type III	**1.5**	**7.2**	**2.3**	**4.7**
NM_022604	*Esm1*	endothelial cell-specific molecule 1	**2.4**	**8.8**	**2.1**	**3.7**
NM_021586	*Ltbp2*	latent transforming growth factor beta binding protein 2	**0.8**	**3.0**		**3.6**
NM_031598	*Pla2g2a*	phospholipase A2, group IIA	**2.5**	**8.7**		**3.5**
NM_133306	*Olr1*	oxidized low density lipoprotein (lectin-like) receptor 1	**1.6**	**5.0**		**3.1**
ENSRNOT00000030320	*Mmrn1*	multimerin 1	**0.9**	**0.3**		**0.3**
NM_019157	*Aqp7*	aquaporin 7	**1.2**	**0.4**		**0.3**
NM_012789	*Dpp4*	dipeptidylpeptidase 4	**1.1**	**0.3**		**0.3**
NM_134349	*Mgst1*	microsomal glutathione S-transferase 1	**1.0**	**0.3**		**0.3**
NR_027324	*H19*	H19, imprinted maternally expressed transcript	**0.3**	**0.1**		**0.3**
NM_012777	*Apod*	apolipoprotein D	**0.6**	**0.1**		**0.2**
NM_030865	*Myoc*	myocilin	**0.9**	**0.2**		**0.2**
	**		****	****	****	
** **SHR vs. WKY**			**array**		**PCR**	
	**		**6 weeks**	**5 months**	**5 months**	
NM_017133	*Thbs4*	thrombospondin 4	**4.2**	**9.2**	14.1*	
NM_001008833	*RT1-CE10*	RT1 class I, locus CE10	**5.6**	**6.4**		
NM_001257345	*Pcmtd1*	protein-L-isoaspartate (D-aspartate) O-methyltransferase domain containing 1	**5.5**	**4.7**	**0.3**	
NM_001107564	*Ano1*	anoctamin 1, calcium activated chloride channel	**2.8**	**3.5**	**7.7**	
NM_001039197	*Tor1b*	torsin family 1, member B	**2.0**	**3.0**		
NM_053535	*Enpp1*	ectonucleotide pyrophosphatase/phosphodiesterase 1	**3.2**	**2.9**	**0.7**	
NM_198791	*Tlr3*	toll-like receptor 3	**2.7**	**2.7**		
NM_001008841	*RT1-CE3*	RT1 class I, locus CE3	**3.0**	**2.5**		
NM_001012174	*Fkbp5*	FK506 binding protein 5	**3.4**	**2.3**		
NM_001012218	*Trim55*	tripartite motif-containing 55	**0.3**	**0.3**		
NM_001008858	*RT1-T24-1*	RT1 class I, locus T24, gene 1	**0.3**	**0.3**		
NM_001008843	*RT1-CE5*	RT1 class I, locus CE5	**0.4**	**0.2**		
NM_001025038	*Mettl24*	methyltransferase like 24	**0.3**	**0.1**	5.8 E-6*	
NM_001004084	*RT1-Bb*	RT1 class II, locus Bb	**0.2**	**0.1**		
NM_001013853	*LOC287167*	globin, alpha	**0.1**	**0.1**	4.7 E-6*	
NM_001107284	*Slitrk5*	SLIT and NTRK-like family, member 5	**0.1**	**0.1**	1.8 E-5*	
NM_001127530	*LOC302022*	similar to nidogen 2 protein	**0.2**	**0.1**	**0.5**	

Upper part: genes specifically associated with maturation in either WKY or SHR (adjusted P-value <0.05). Fold changes (5 months vs. 6 weeks) are listed, as well as the ratio SHR/WKY). Lower part: differentially expressed between WKY and SHR at both ages (6 weeks and 5 months). Fold change obtained during PCR confirmation is also shown (* p <0.05, n = 5–6).

Further confirmation of some of the top up- or downregulated miRNA and mRNA from our microarray data was done by RT-PCR in mesenteric arteries from WKY/NTac and SHRSP/A3NCrl (Tables 2 and 3). Most differences could be confirmed (Tables 2 and 3).

### IPA analysis

To elucidate molecular networks and cellular functions enriched for differentially expressed miRNAs and mRNAs, we used the IPA software package. The miRNAs that were differentially expressed with age in WKY involved molecular functions related to cell cycle and cellular development, growth, proliferation, death or movement. In SHR, a much larger number of miRNAs were found to be upregulated upon maturation, involving more genes in the same clusters from WKY (e.g. 24 versus 17 genes in cellular development). In addition, new clusters appeared: inflammatory diseases, connective tissue disorders and metabolic diseases. 

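A log2 change of more than 0.5, the cutoff that the paper set for its pathway software, was found with age in 96 miRNAs in WKY, 43 higher and 53 lower at 5 months. In SHR it was found in 117, 61 higher and 56 lower. miR-29b-3p, miR-34a-5p and miR-7a-5p were beyond it in both strains. miR-30b-3p, with a change of 0.56 in WKY and 0.93 in SHR, and miR-192-5p, with 1.00 in SHR, were among them. No test enters these counts, and they shrank without background correction, to 13 in WKY and 24 in SHR.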

The comparison between SHR and WKY showed the same molecular and cellular functions as described above, with more miRNAs involved at 5 months than at 6 weeks (S1 Table).

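Between the strains, 61 miRNAs were beyond a log2 difference of 0.5 at 6 weeks, 28 higher and 33 lower in SHR, and 41 at 5 months, 12 higher and 29 lower. At 5 months miR-34b-5p, a member of the miR-34 family that p53 induces, had a difference of 1.15 (standard error 0.25, adjusted p = 0.0609 from limma) and miR-451-5p, which is abundant in red blood cells, of -1.13 (standard error 0.50, adjusted p = 0.432), and neither passed the threshold. Which age had more depended on the processing. With arrays scaled to one median 70 were beyond 0.5 at 6 weeks and 107 at 5 months, and with the scanner software's total gene signal 88 and 86. Without WKY/NCrl at 5 months the count at 5 months was 63.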

The analysis of the mRNAs differentially expressed in WKY maturation revealed functions related to cellular processes like growth, proliferation and movement. The top networks were related to the same cellular functions but also to connective tissue disorders (S2 Table). In SHR, the differentially expressed age-related genes were partly involved in the same cellular functions as WKY. However, also here, distinct functions and networks were observed that were specific for SHR maturation. For the mRNA analysis, these were related to metabolism and cardiovascular system development and function. In the comparison of SHR and WKY, the differentially expressed genes at 6 weeks were involved in cellular functions related to lipid metabolism, small molecule biochemistry, molecular transport, and cellular movement or proliferation. However, at 5 months, the biochemical and metabolic groups were no longer differentially expressed. Groups that appeared here relate to cell signaling, morphology and cell death. In the top networks as well as in the top physiological and developmental functions, a large number of genes were related to cardiovascular system development and function (S3 Table).

### *Thbs4* and ER stress response genes

Since thrombospondin 4 (*Thbs4*) was the most overexpressed gene in the comparison between SHR and WKY at both ages, it emerged as an interesting target for further study. Other studies have shown that this protein is involved, among other processes, in the endoplasmic reticulum (ER) stress response, by activating the transcription factor 6α (ATF6α), one of the main mediators in this process [15]. We checked the mRNA levels of both *Atf6α* and a large number of downstream targets [12] in the microarray data and found a significant differential expression in SHR vs WKY at both 6 weeks (P = 0.003) and 5 months (P = 0.04) (Fig 3A). Since changes at the mRNA level do not necessarily translate to differences at the protein level, we analyzed aortic homogenates that were obtained from the same animals by western blotting. These data confirmed our microarray results, as we found a significant increase at the protein level of THBS4, the cleaved (active) form of ATF6α, and one of its downstream targets, mesencephalic astrocyte-derived neurotrophic factor (MANF) in SHR as compared to WKY (Fig 3C–3E). For another downstream target, the protein disulfide isomerase (PDI), there was a tendency of upregulation although this was not significant (Fig 3F). In sections of mesenteric arteries, THBS4 was localized in the cytoplasm of smooth muscle cells (Fig 3G).

**Fig 3:**
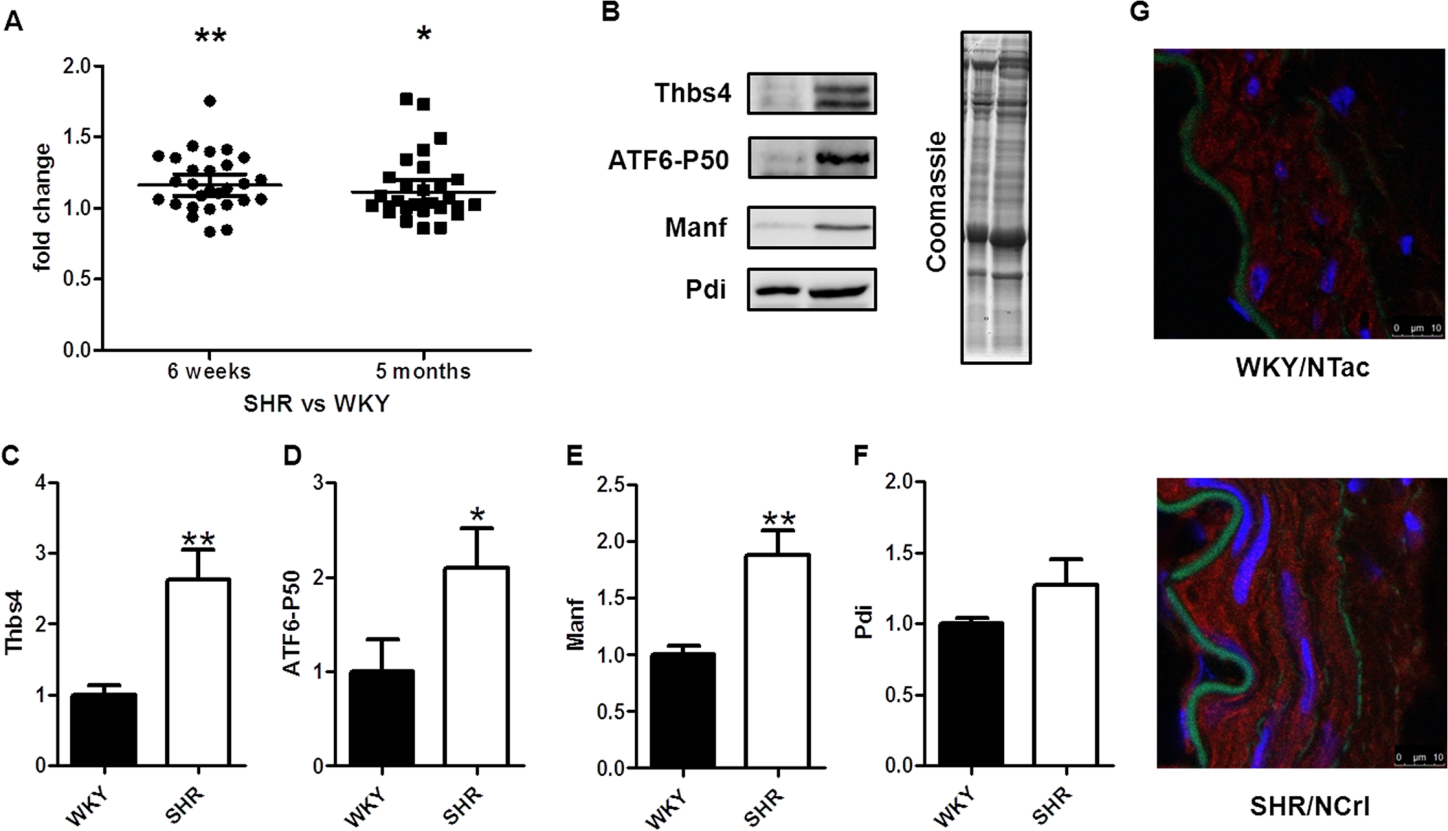
Thrombospondin 4 and ER stress related genes in SHR vessels. Fold changes of genes related to ER stress in the array data in SHR vs WKY at 6 weeks and 5 months (A). Image of a western blot with WKY (left) and SHR (right) aorta samples (B) and quantifications for thrombospondin 4 (THBS4) (C), the activated form of the transcription factor 6α (ATF6α) (D), mesencephalic astrocyte-derived neurotrophic factor (MANF) (E) and protein disulfide isomerase (PDI) (F) (n = 5). Localization of THBS4 by staining in mesenteric artery cross sections: THBS4 (red), nuclei (blue), elastic internal lamina (green) (G). (*p<0.05; **p<0.01; ***p<0.001).

## Discussion

The objective of the current study was to investigate gene expression in the development of hypertension in mesenteric arteries of SHR as compared to WKY by miRNA and mRNA microarray analysis and bioinformatical tools. Three sublines of SHR and WKY were used to identify genes with consistent up or down regulation in hypertension, and two time points (6 weeks and 5 months) were analyzed. Limitations of our study were that we used mesenteric arteries (approximately 350 micrometer in diameter) that are at the upper end of the range of vessels that contribute to peripheral resistance [16]. In addition, it should be noted that differences in gene expression are likely to exist between vascular beds and perhaps even among vessels from different branching orders, as large and small resistance arteries are known to be heterogeneous [17].

### Maturation in WKY and SHR

Principal component analysis (PCA) showed that gene expression profiles are strongly age-related. The maturation of WKY and SHR vessels showed considerable overlap in terms of miRNA and mRNA expression profiles. Thus, maturation in both WKY and SHR vessels was associated with a prominent increase in expression of the miR-29 family. 

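miR-29b-3p, which targets transcripts of extracellular matrix proteins, has probe matches on chromosome 4 of rn4 from 58108190 to 58108211 and on chromosome 13 of rn4 from 110967572 to 110967593. It was 10.77 ± 0.54 (SD, n = 3) at 6 weeks and 12.84 ± 0.13 (SD, n = 3) at 5 months in WKY (log2 fold change 2.07, standard error 0.23, adjusted p = 3.5e-04 from limma), and 10.76 ± 0.15 (SD, n = 3) and 12.86 ± 0.14 (SD, n = 3) in SHR (log2 fold change 2.09, standard error 0.23, adjusted p = 9.1e-05). miR-29a-3p rose by 1.35 in WKY and 1.35 in SHR on the log2 scale (standard error 0.15), and miR-29c-3p by 1.21 and 1.25 (standard error 0.18). miR-29a-5p rose by 0.80 in WKY, with an adjusted p of 0.0540 without WKY/NHsd at 6 weeks and 0.0561 without WKY/NTac at 5 months. All 5 tested members were higher at 5 months in each strain (5 when adjusted over the list alone, camera adjusted p = 1.2e-05 in WKY and 3.8e-04 in SHR, and 0.350 and 0.363 with an estimated correlation). In a fit with slide as a block miR-29b-3p changed by 2.16 in WKY and 2.00 in SHR, and by 1.64 on slide 1 and 2.72 on slide 2 in WKY.

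**Figure D6:**
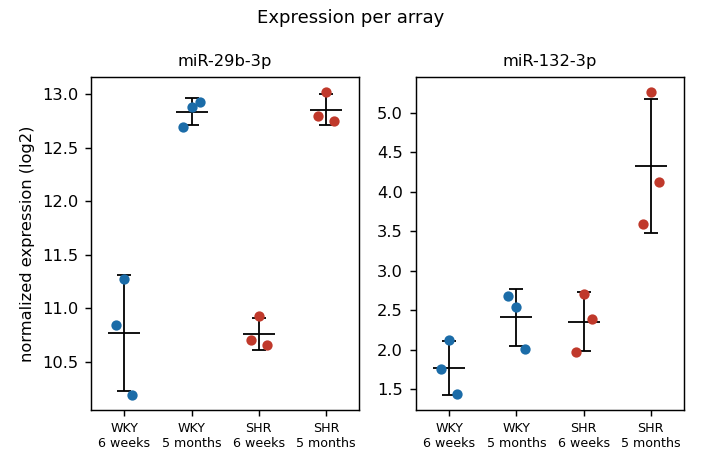
Normalized expression (log2, vertical axis) of miR-29b-3p and miR-132-3p in each strain and age; each point is 1 array, horizontal marks are means of 3 arrays and bars are SD. miR-29b-3p is higher at 5 months in both strains, and the SHR points of miR-132-3p at 5 months lie above all other points.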

MiR-29 has previously been related to aging and dilation of the aorta, associated with down-regulation of extracellular matrix molecules [18]. This is confirmed by a recent study where miR-29b was related to a reduction in extracellular matrix proteins as shown by a proteomic approach [19]. In the present study the mRNA microarray experiment showed that many of the targets of miR-29 were indeed significantly down-regulated, both in WKY and SHR. In fact, expression of many extracellular matrix proteins such as collagens and elastin decreased with vascular maturation. Most specific for maturation of SHR vessels at the miRNA level was the up-regulation of miR-132-3p. 

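miR-212-3p is encoded next to miR-132-3p; in rn4 their probes map to chromosome 10 from 62480513 to 62480526 and from 62480791 to 62480806, and in GRCr8 the genes are neighbors within 10 kb. miR-212-3p rose with age in SHR (log2 fold change 0.97, standard error 0.23, adjusted p = 0.00874 from limma) and had a change of 0.62 in WKY that did not pass the threshold (adjusted p = 0.0838). Thus 2 of the 2 miRNAs of this cluster were higher at 5 months in SHR (2 when adjusted over the list alone) and 0 in WKY (1 with an unadjusted p under 0.05 from limma, 1 when adjusted over the list alone). Per subline, the mean age change of the cluster was 1.47 ± 0.796 (SD, n = 3) in SHR and 0.628 ± 0.309 (SD, n = 3) in WKY (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest that 3 sublines against 3 allow). The size depended on the background step: without background correction the median age change of the cluster was 0.22 in SHR and 0.07 in WKY.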

MiR-132 is one of the microRNAs that is up-regulated by angiotensin II. Its upregulation is related to cell cycle, motility, and cardiovascular functions [20], which is in agreement with the IPA analysis where the same pathways were identified. This miRNA therefore seems an interesting target for further studies.

Analysis of differentially expressed genes with IPA software showed that among the age related genes for WKY and SHR, the number of genes involved in functions like proliferation, cell movement or cardiovascular system development and function that reached statistical significance, was larger in SHR. Specifically for SHR maturation a group of genes related to metabolism of lipids, drugs and carbohydrates as well as small molecule biochemistry emerged from the analysis. This includes genes such as phospholipase A2 group IIA, oxidized low density lipoprotein receptor 1 and apolipoprotein D, suggesting alterations in metabolism in SHR as compared to WKY. In addition to these genes, interesting new candidates specific for maturation of SHR emerged from the mRNA analysis. The most strongly upregulated was the type III deiodinase (*Dio3*). This is a fetally expressed thyroid hormone-inactivating enzyme associated with cell proliferation, which was recently shown to be up-regulated in the spared part of the myocardium after infarction [21]. Its main substrate, the triiodothyronine (T3 thyroid hormone), has been reported to have effects in the relaxation of mesenteric arteries [22]. The second specific gene was *Esm1* or endocan, which recently has been proposed as new marker in essential hypertension [23]. Thus, a number of interesting miRNAs, genes and processes such as proliferation, migration, and metabolism are linked to maturation, with some being specific for SHR.

Both at the miRNA and mRNA level a more extensive age-related change in expression profile was noted in SHR as compared to WKY. 

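The root mean square of the age changes over 307 miRNAs was 0.602 in WKY and 0.781 in SHR on the log2 scale, a ratio of 1.30. The X chromosome cluster, with miR-322-5p and miR-542-3p, and miR-379-5p of the Dlk1-Dio3 cluster fell in both strains by more than most other miRNAs. The slope of the SHR changes on the WKY changes was 1.37 (total least squares), and 80.8% of the miRNAs moved in one direction in both strains. Of the 112 that differed with age in either strain, 2 had opposite directions. Among the 51 that passed in SHR alone, 9 had an unadjusted p under 0.05 from limma for the difference between the strains, against 27 of all 307. The 51 were chosen for passing in SHR and not in WKY, so a larger share there follows in part from the choice.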

Based on this, one could argue that hypertension is associated with the up- or downregulation of many more genes during development. However, another possible reason for this difference could be a larger heterogeneity among WKY sublines. This can be seen in the PCA and clustering for both miRNAs and mRNAs, where SHR sublines appear more homogeneous. Thus, at the miRNA level the WKY/NHsd separated from the other WKY sublines. 

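The mean residual variance among sublines was 0.165 in WKY and 0.0835 in SHR at 6 weeks, and 0.313 in WKY and 0.109 in SHR at 5 months. Over both ages it was 2.48 times as large in WKY, and 1.64 to 2.91 times without 1 array, lowest without WKY/NHsd at 5 months. In an exact permutation of strain over the 6 sublines, the highest of the other 9 splits gave 2.32 (share of splits as large, 0.1, the smallest that 10 splits allow). Without both WKY/NHsd arrays, a choice made after seeing the data, the ratio was 1.44. On the wider age-related change in SHR the paper says that one could argue for a link of hypertension with changes in many more genes, and names a greater heterogeneity among WKY sublines as another possibility.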

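In complete-linkage clustering on 1 minus the Pearson correlation over the 100 miRNAs with the highest variance, WKY/NHsd at 6 weeks joined WKY/NHsd at 5 months, at a height of 0.153. This pair then joined the cluster of 5 months, at 0.189, so that 1 of the 12 arrays lay with the other age. SHR/SP and SHR/NCrl joined first, at 0.0181 at 6 weeks and 0.0237 at 5 months. The number of arrays with the other age was 0 without WKY/NHsd at 6 weeks, 0 without WKY/NTac at 6 weeks, 0 without SHR/SP at 6 weeks, 0 without WKY/NHsd at 5 months, 0 without WKY/NCrl at 5 months and 5 without SHR/NHsd at 5 months. It was 0 with average linkage and 0 over all tested miRNAs.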

At the mRNA level, the WKY/NTac at 6 weeks of age clustered with the 5 months old WKY groups. In a previous study we observed a similar high variability of vascular function and structure in these sublines [8]. The heterogeneity in WKY has also been pointed out by other groups, at the genetic [24] and phenotypic [25] level. This seems to be caused by the distribution of the rats before they were fully inbred, contrary to SHR animals [24].

### Comparison of WKY to SHR

At the miRNA level, a direct comparison between SHR and WKY yielded remarkably few differences. 

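Over both ages, with each subline as a random block, miR-31a-5p (log2 fold change 2.50, standard error 0.36, adjusted p = 0.00550 from limma) and miR-31a-3p (log2 fold change 2.19, standard error 0.29, adjusted p = 0.00550) were higher and miR-146a-5p (log2 fold change -0.65, standard error 0.12, adjusted p = 0.0219) was lower in SHR. These were the 3 miRNAs that passed, and 47 had an unadjusted p under 0.05. The correlation within sublines was 0.107. The count was 8 without WKY/NTac at 6 weeks, 10 without WKY/NHsd at 5 months and 5 without WKY/NCrl at 5 months. With slide as a block it was 11. On slide 1 WKY/NHsd was the only WKY array of 5 months, so that slide alone cannot separate the strains from this subline.

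Some lists passed camera between the strains with few or none of their members past the threshold, and none passed with an estimated correlation. At 6 weeks the Dlk1-Dio3 cluster had a median difference of 0.41, with 1 of 36 members higher in SHR (9 higher and 1 lower when adjusted over the list alone, camera adjusted p = 4.7e-09, and 0.969 with an estimated correlation). On slide 1 its median was 0.28 and on slide 2 0.73, and without background correction 0.05. At 5 months the miR-34 and miR-449 family had a median difference of 0.82 (0 of 4 higher, 3 with an unadjusted p under 0.05, 2 when adjusted over the list alone, camera adjusted p = 0.00631, 0.479 with an estimated correlation). For the miR-199 and miR-214 family it was 0.43 (0 of 3, 2 unadjusted, 2 when adjusted over the list alone, 0.00631 and 0.479). For the miR-17 to miR-92 clusters it was 0.30 (0 of 12, 1 unadjusted, 0 when adjusted over the list alone, 0.00658 and 0.623), and 0.52 with slide as a block. Red blood cell miRNAs had a median of -1.04 (0 of 3 lower, 1 unadjusted, 0 when adjusted over the list alone, 0.0429 and 0.702), and of -0.55 with slide as a block (camera adjusted p = 0.361). Without background correction the medians at 5 months were 0.16 for miR-34 and miR-449, 0.07 for miR-17 to miR-92 and -0.37 for red blood cell miRNAs, and with arrays scaled to one median that of miR-199 and miR-214 was 0.93 and that of miR-17 to miR-92 0.66. These directions were the same with every scaling that was tried.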

Again, this may relate to heterogeneity among sublines of rats. Analysis of the comparison between SHR and WKY revealed a number of molecules involved in cell growth and proliferation pathways, suggesting that these differentially expressed miRNAs could be involved in the regulation of proliferation in hypertension. This is consistent with the up-regulation of miR-31a-3p and -5p and down-regulation of miR-146a-5p in SHR as compared to WKY. Recent work shows that miR-31 controls smooth muscle phenotype and proliferation [26]. MiR-31 is an abundant miRNA in vascular smooth muscle cells, and its expression is significantly increased in proliferative smooth muscle cells and in vascular walls with neointimal growth [26]. Thus, the increased expression of miR-31a-3p/5p in the present study seems to be in accordance with the increased wall thickness and number of smooth muscle layers in SHR in our previous work [8]. It should however be noted that the increase in expression of miR-31a-3p/5p may, in part, be a consequence of differences in the ratio of smooth muscle cells over endothelial cells and/or other cell types. 

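The smooth muscle miRNAs miR-143-3p and miR-145-5p did not pass the threshold between the strains. The log2 fold change of miR-143-3p was -0.10 (standard error 0.15, adjusted p = 0.779 from limma) at 6 weeks and -0.03 (adjusted p = 0.986) at 5 months. That of miR-145-5p was -0.11 (standard error 0.19, adjusted p = 0.800) and 0.18 (adjusted p = 0.824). The endothelial miR-126a-3p had a log2 fold change of -0.18 at 6 weeks (adjusted p = 0.548) and -0.55 at 5 months (adjusted p = 0.0978). Of 4 tested smooth muscle miRNAs 0 were higher in SHR at either age by limma (0 with an unadjusted p under 0.05 at 6 weeks and 0 at 5 months, 0 when adjusted over the list alone). Of 2 endothelial miRNAs 0 were lower at 5 months (1 with an unadjusted p under 0.05, 1 when adjusted over the list alone).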

MiR-146a, which was downregulated in the current study, has also been related to cardiovascular disease. However, in contrast to our study, miR-146a was found to be up-regulated in human atherosclerosis [27]. In vitro data suggest that this microRNA increases smooth muscle proliferation [28]. In endothelial cells, down-regulation of miR-146a is associated with production of extracellular matrix proteins in the context of diabetes [29].

Regarding mRNA expression, in the comparison between SHR and WKY, the top gene network was related to metabolism. Also in this comparison, a large number of genes was involved in cellular growth and proliferation or cellular movement, as seen in the SHR maturation. This is in agreement with the increase in wall thickness that we previously found in SHR [8]. It is also remarkable that a number of genes that are differentially expressed were related to the immune system. Although at first sight this could suggest an ongoing inflammatory processes, typical markers of inflammation and leukocyte infiltration such as CD68 did not emerge in our study. It is therefore more likely that differences in the expression of these immune related genes are consequence of the genetic differences between WKY and SHR.

### ER stress

The most significantly upregulated gene in SHR vessels as compared to WKY at both ages was thrombospondin 4 (*Thbs4*). This protein is frequently considered to be an extracellular matrix protein. It was recently identified as a mechano-signaling molecule in the heart [30]. It has been shown to be up-regulated in the heart during pressure overload, where it is expressed in various tissues including blood vessels [31]. In the latter study, it was shown to limit inflammation and fibrosis in the heart, indicating that it plays an important role in matrix remodeling. However, in our hands, immunostaining revealed that THBS4 is mainly located intracellularly. This is more consistent with a second important role attributed to THBS4, the ER stress response via ATF6α in heart [15]. We therefore focused on this pathway, and further investigated ATF6α and its downstream targets.

ER stress leads to misfolding and aggregation of proteins in the ER lumen. Recently, several studies have pointed out a link between hypertension and ER stress. Thus, ER stress inhibitor treatment decreased blood pressure, as well as aortic apoptosis, collagen content and fibrosis in aortas of Ang II infused Sprague Dawley rats [32]. The ER stress inducer tunicamycin increases blood pressure and vascular smooth muscle contractility [33]. In SHR, suppression of ER stress normalizes endothelium-derived contracting factors (EDCF)-mediated contractions in the aorta of the SHR [34]. The strong up-regulation of *Thbs4* led us to analyze 23 targets of ATF6α which indeed showed a clear pattern of up-regulation of the whole ER stress signaling pathway. Further analysis of the expression of THBS4, the cleaved form of ATF6α, and two of its targets by western blot confirmed the up-regulation of this pathway at the protein level in hypertension. In addition to this, another of the top upregulated genes in the array, the *Tor1b* (torsin family 1, member B) belongs to a family of proteins present in the membrane of the ER that has also been related to ER stress [35–38]. Thus, our data support the hypothesis that ER stress plays an important role in hypertension, particularly at the level of the resistance arteries.

### Conclusions

Taken together, miRNA and mRNA expression analysis identified a large number of miRNAs and genes in resistance arteries that are differentially expressed upon maturation, some of which are specifically related to the development of hypertension. Those genes are mainly involved in extracellular matrix, vascular tone, metabolism, and in cell proliferation and growth processes. We report new miRNAs and genes of interest for further research in hypertension. One of these is *Thbs4*, which appears to play a role in ER stress associated with hypertension

## Supporting Information

S1 Table IPA results for miRNA microarray data. Groups with the most relevant number of miRNAs for the different categories in the IPA core analysis. # molecules is the number of miRNAs involved in a certain group. In the top networks, the score is calculated by the software using Fisher’s exact test and defined as: p-score = -log10(p-value).
(PDF)

S2 Table IPA results for mRNA microarray data in 5 months vs 6 weeks comparison. Groups with the most relevant number of mRNAs for the different categories in the IPA core analysis for 5 months vs 6 weeks comparison in WKY and SHR animals. # molecules is the number of mRNAs involved in a certain group. In the top networks, the score is calculated by the software using Fisher’s exact test and defined as: p-score = -log10(p-value).
(PDF)

S3 Table IPA results for mRNA microarray data in SHR vs WKY comparison. Groups with the most relevant number of mRNAs for the different categories in the IPA core analysis for SHR vs WKY comparison at both ages. # molecules is the number of miRNAs involved in a certain group. In the top networks, the score is calculated by the software using Fisher’s exact test and defined as: p-score = -log10(p-value).
(PDF)

# Supplementary material for: Gene Expression and MicroRNA Expression Analysis in Small Arteries of Spontaneously Hypertensive Rats. Evidence for ER Stress
**Source:** PLoS One. 2015 Sep 10;10(9):e0137027. doi: 10.1371/journal.pone.0137027
**Supplement:** S1 Table — Groups with the most relevant number of miRNAs for the different categories in the IPA core analysis. # molecules is the number of miRNAs involved in a certain group. In the top networks, the score is calculated by the software using Fisher’s exact test and defined as: p-score = -log10(p-value).

Diseases and Disorders

SHR vs WKY 6 weeks		
Name	p-value	# Molecules
Cardiovascular Disease	3.78E-07 - 4.89E-02	5
Connective Tissue Disorders	3.78E-07 - 1.23E-02	9
Dermatological Diseases and Conditions	3.78E-07 - 2.09E-03	8
Inflammatory Disease	3.78E-07 - 1.23E-02	7
Skeletal and Muscular Disorders	3.78E-07 - 1.23E-02	5

SHR vs WKY 5 months		
Name	p-value	# Molecules
Cancer	1.27E-18 - 4.64E-02	22
Organismal Injury and Abnormalities	1.27E-18 - 4.64E-02	20
Reproductive System Disease	1.27E-18 - 3.99E-02	18
Connective Tissue Disorders	1.99E-17 - 1.90E-02	13
Endocrine System Disorders	4.82E-15 - 6.76E-03	18

Physiological system development and function

SHR vs WKY 6 weeks		
Name	p-value	# Molecules
Embryonic Development	1.04E-03 - 1.18E-03	3
Hair and Skin Development and Function	1.04E-03 - 2.07E-02	1
Hematological System Development and Function	1.04E-03 - 4.79E-02	3
Immune Cell Trafficking	1.04E-03 - 1.04E-03	1
Nervous System Development and Function	1.04E-03 - 1.04E-03	1

Top Networks

SHR vs WKY 6 weeks	
Associated Network Functions	score
Cancer. Endocrine System Disorders. Gastrointestinal Disease	30
Cell Death and Survival. Cell-To-Cell Signaling and Interaction. Cellular Growth and Proliferation	11
Developmental Disorder. Hereditary Disorder. Skeletal and Muscular Disorders	3
Cardiac Fibrosis. Cardiovascular Disease. Organismal Injury and Abnormalities	3

SHR vs WKY 5 months	
Associated Network Functions	score
Cancer. Organismal Injury and Abnormalities. Reproductive System Disease	42
Cancer. Hematological Disease. Hereditary Disorder	21
Endocrine System Disorders. Gastrointestinal Disease. Metabolic Disease	3

Molecular and Cellular Functions

SHR vs WKY 6 weeks		
Name	p-value	# Molecules
Cell Death and Survival	1.04E-03 - 1.96E-02	3
Cell-To-Cell Signaling and Interaction	1.04E-03 - 1.04E-03	3
Cellular Assembly and Organization	1.04E-03 - 1.04E-03	1
Cellular Development	1.04E-03 - 3.99E-02	5
Cellular Function and Maintenance	1.04E-03 - 4.79E-02	2

SHR vs WKY 5 months		
Name	p-value	# Molecules
Cell Cycle	1.77E-06 - 4.38E-02	7
Cellular Development	5.30E-06 - 3.86E-02	16
Cell-To-Cell Signaling and Interaction	7.91E-05 - 3.08E-02	6
Cellular Growth and Proliferation	7.91E-05 - 3.86E-02	14
Cellular Movement	1.70E-04 - 4.58E-02	7

SHR vs WKY 5 months		
Name	p-value	# Molecules
Hematological System Development and Function	5.30E-06 - 3.47E-02	9
Hematopoiesis	5.30E-06 - 3.47E-02	8
Lymphoid Tissue Structure and Development	5.30E-06 - 2.14E-02	4
Tissue Development	1.06E-05 - 2.94E-02	11
Tissue Morphology	2.98E-04 - 3.99E-02	5

How the deposited data were processed for this re-analysis (not part of the article)

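miRNA was measured in mesenteric small arteries of 3 WKY and 3 SHR sublines, aged 6 weeks or 5 months, with 1 array for each pool of vessels from 5 animals. Per the file headers, the intensity values of the spots were made with the Agilent Feature Extraction software from scans of Cy3-labeled arrays. The log2 values of the deposited table were made by the authors with robust multi-array average (RMA) modified for these arrays, with background correction and quantile normalization, and no filter on detection had been applied to that table. The version of RMA is not given in the sources used here. The mRNA arrays, PCR and western blots were not analysed here.

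From the mean intensity of each spot, RMA was computed anew in R 4.3.3. It used a convolution background model, quantile normalization and median polish of at most 10 rounds. Background correction and normalization ran over all 15095 spots of each array, controls included, of which 14380 were spots of miRNAs. Against the deposited table the values had a Pearson r of 0.995 and a median absolute difference of 1.10 (largest 1.80), so they are not the same values. The lowest r of the log2 fold changes over tested miRNAs in the 4 comparisons was 0.977, and the deposited table was used as an alternative. The median over all miRNAs of the array was 1.05 here and 2.16 in the deposited table.

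miRNAs detected on at least 1 array (307) were tested in limma 3.58.1 with the 4 groups as a factor, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Adjusted p-values of single miRNAs in all parts are from limma and are two-sided. The comparisons were 5 months against 6 weeks in each strain, SHR against WKY at each age, the difference between the age changes, and SHR against WKY over both ages with the subline as a random block. Since all groups share 1 estimate of the spread, a group of 1 array left by an alternative is assumed to vary like the others. Lists of miRNAs were written before the data were examined, 23 in all, and 17 with at least 3 tested members were tested with camera at a preset correlation of 0.01 and with an estimated one. They were the miR-29, miR-30, let-7, miR-181 and miR-146 families, the families of miR-15 and miR-16, of miR-34 and miR-449 and of miR-199 and miR-214, the miR-17 to miR-92 clusters, the Dlk1-Dio3 cluster, the miR-322 cluster of the X chromosome, the miR-221 and miR-222 and miR-132 and miR-212 clusters, miR-31, and markers of smooth muscle, endothelium, red blood cells, leukocytes, striated muscle, neurons, epithelium, pancreas and liver. The named miRNAs were those the paper names, the largest rises and falls among miRNAs past the threshold whose groups did not overlap, and members of these lists. The folds in Table 2 of the paper had been seen when this rule was written. Several of the lists hold miRNAs that Table 2, made from these same arrays, names as changed. Results of those lists are thus not independent of these data.

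The alternatives were the deposited and series tables, no background correction, a normal-exponential background, scaling to one median or to the 75th percentile of detected or all probes, the total gene signal of the scanner software, other detection filters, blocks of subline, label number or slide, each slide alone, only the groups compared, array weights, a trended robust fit, and leaving out each array. For the array weights the estimation did not reach its convergence tolerance. Leaving out both WKY/NHsd arrays was added after the data were seen. Arrays of the 2 ages were paired by subline, which the sample labels give. The label numbers follow the sublines in WKY but not in SHR. As a check of the pairing, the deviations from the group mean had an r of 0.642 between ages in WKY/NHsd, 0.217 in WKY/NTac and 0.334 in WKY/NCrl, and 0.429 in SHR/NHsd, 0.196 in SHR/SP and -0.0648 in SHR/NCrl. By label number the SHR pairs had an r of 0.321, 0.209 and 0.429, so the values alone do not settle the pairing in SHR. With the subline as a replicate block 48 miRNAs differed with age in WKY and 85 in SHR, and with the label number 60 and 97.

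Probe positions are on rn4. Gene names and neighbors are from RefSeq on GRCr8, in which 304 of the tested miRNAs matched a gene. Positions of that assembly were used only to find neighboring and enclosing genes, and none is printed. The calls were tested on simulated data with 60 changed miRNAs of 307 in 20 simulations. At a log2 change of 1, 73.8% to 77.2% of the changed miRNAs were called. Over changes of 1, 1.5 and 2 together, 3.65% to 4.41% of the calls were false. The simulated miRNAs varied independently and with the same spread in all groups, unlike those of the arrays, so these rates may not hold for the arrays. In each comparison the median standard error of a log2 fold change was 0.191.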

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

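The tests of sequence composition, of a subline trait and of the slide for WKY/NHsd, of equal age changes, of a probe variant and of smooth muscle for miR-31a, and of a list's age change between the strains, were chosen only after the result was seen.

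The paper's Table 2 names single members of several lists that passed camera here as a whole. Table 2 comes from these same arrays, so a list that holds its miRNAs is not independent of them. With age in WKY, the camera adjusted p was 3.1e-09 for the Dlk1-Dio3 cluster, 4.5e-05 for the miR-322 cluster of the X chromosome and 8.5e-04 for the miR-30 family. It was 0.00814 for miR-181, 0.0138 for the miR-17 to miR-92 clusters, 0.0258 for miR-15 and miR-16, 0.0289 for epithelial miRNAs and 0.0295 for miR-199 and miR-214. With age in SHR it was 4.8e-15 for the Dlk1-Dio3 cluster, 1.6e-05 for the miR-322 cluster and 0.00115 for the miR-30 family. Between the strains at 6 weeks it was 4.7e-09 for the Dlk1-Dio3 cluster. At 5 months it was 0.00631 for miR-34 and miR-449, 0.00631 for miR-199 and miR-214, 0.00658 for the miR-17 to miR-92 clusters and 0.0429 for red blood cell miRNAs. None of these passed with an estimated correlation.

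The age change of the Dlk1-Dio3 cluster differed between the strains by camera (adjusted p = 1.4e-11, and 0.585 with an estimated correlation), with a median difference of -0.45 and 31 of 36 members with a difference below 0, that is, a lower change in SHR. Per subline the mean change was -1.01 ± 0.243 (SD, n = 3) in SHR and -0.684 ± 0.106 (SD, n = 3) in WKY (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest possible). At 5 months 16 members were detected in neither strain. In the 10 members detected on all arrays the median difference was -0.54, below 0 in 9, while without background correction the median change of the cluster was -0.06 in WKY and -0.10 in SHR. For the miR-322 cluster the camera adjusted p was 0.0200 (0.758 with an estimated correlation and 0.319 with slide as a block), and the exact permutation test gave a two-sided p of 0.2.

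WKY/NHsd at 5 months lay apart from the other WKY arrays of its age. Its deviation had an r of 0.642 with that of WKY/NHsd at 6 weeks and of 0.359 and 0.759 with those of SHR/NHsd at 6 weeks and 5 months, so a subline trait or the shared breeding site may contribute. Its rho with probe GC content was 0.410, against 0.360 in the next array, SHR/NHsd at 5 months (without that trend the 3 r were 0.607, 0.380 and 0.728), and the paper left out the mRNA samples of these 2 pools after quality control, so RNA quality or labeling stays open and may enter the r between them. A slide effect needed an r over 0.3 with slide 1 minus slide 2 in both strains at 6 weeks, and it was 0.377 in WKY but -0.359 in SHR. In WKY the arrays on slide 1 included WKY/NHsd itself. In SHR the only array on slide 2 was SHR/NHsd, and the sign goes with the breeding site. Neither value separates the slide from the subline or site, so the slide stays open. The bar of 0.3 is weak, since of other pairs of arrays from different sublines 3 of 34 passed it between suppliers and 4 of 10 within 1 supplier, and deviations within a group of 3 are not independent.

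More miRNAs differed with age in SHR than in WKY. The root mean square of the fitted age changes was 1.30 times as large in SHR, 1.12 to 1.39 without 1 array and lowest without WKY/NCrl at 5 months. The bound set for this ratio was written after the values were seen, and the ratio was not tested over sublines. Both age comparisons had the same median standard error, 0.191, since all groups share 1 estimate of the spread. A wider WKY spread thus could not lower the WKY count through the standard error. Whether the true age changes were equal stays open. Without 1 WKY array the WKY count reached at most 0.642 of the SHR count, without WKY/NTac at 6 weeks. Such a fit has fewer WKY than SHR arrays, which by itself makes WKY calls harder to reach. A single WKY array is thus not excluded as the reason. No single miRNA passed the limma test of the difference between the strains (27 had an unadjusted p under 0.05). An effect of hypertension and a difference between the strains unrelated to it both stay open and were not tested.

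Both arms of miR-31a were higher in SHR at 6 weeks. The larger adjusted p of the arms was 0.0171, although for both it was 0.0868 without WKY/NHsd and 0.0515 without SHR/NCrl, and for miR-31a-5p and miR-31a-3p 0.100 and 0.0929 without SHR/SP and 0.0561 and 0.0183 without SHR/NHsd at 6 weeks. A larger share of smooth muscle as the reason for the whole difference is argued against by miR-143 and miR-145. Their highest 95% upper bound was 0.481 on the log2 scale, below the lowest lower bound of the miR-31a arms, 1.55. The paper proposes cell composition as a reason in part only, and a bound of 0.481 leaves room for such a part. The slide is argued against by a log2 fold change of at least 2.46 for miR-31a-5p with slide as a block and within each slide, where it did not pass the threshold on either slide alone (adjusted p = 0.158 and 0.328). A strain difference in the expression of the gene stays open, as does a variant under the probes of 1 arm or both. Both arms passing is the pattern itself and tests neither. The paper's PCR, which used primers in place of array probes, compared WKY/NTac and SHR/SP only. At 6 weeks it gave both arms as higher in SHR, with miR-31a-3p alone marked as significant. At the later age it gave miR-31a-3p as higher too, again marked as significant. Whether a variant also lies under the primers was not tested.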

How the results depend on the processing

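The counts past the threshold were 61 with age in WKY, 99 in SHR and 48 in both, 5 between the strains at 6 weeks, 1 at 5 months and 3 over both ages, and 0 for the difference in age change (27 unadjusted). Beyond 0.5 on the log2 scale were 96 in WKY, 117 in SHR, 61 at 6 weeks and 41 at 5 months. PC1 carried 38.3%, with a difference of 19.6 between the ages, and clustering misplaced 1 array. Counts stayed within 1.5 times in 16 of 21 alternatives for WKY, 19 of 20 for SHR, 7 of 20 at 6 weeks and 3 of 19 at 5 months. Where fewer miRNAs or arrays entered, a lower count follows in part from that, and otherwise the cause was not tested. Counts in parentheses are at an unadjusted p under 0.05 from limma.

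With arrays scaled to one median, 30 miRNAs differed with age in WKY, 49 in SHR and 23 in both, and 2 between the strains at 6 weeks and 0 (46 unadjusted) at 5 months, with 107 beyond 0.5. The PC1 difference fell to 1.62 and 0 arrays clustered with the other age. With the 75th percentile of all probes 37 differed in WKY, 2 between the strains at 6 weeks and 6 at 5 months. With that of detected probes 13 differed at 5 months and 6 over both ages. With the total gene signal 4 differed at 5 months and 5 over both ages, 86 were beyond 0.5 at 5 months and 0 arrays were misplaced.

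With the deposited table, and alike with the series table, 2 differed at 6 weeks, 2 at 5 months and 6 over both ages, and 35 were beyond 0.5 at 6 weeks. Without background correction 8 differed over both ages, and 13 in WKY, 24 in SHR, 5 at 6 weeks and 8 at 5 months were beyond 0.5. With the normal-exponential background 3 differed at 6 weeks, 3 at 5 months and 5 over both ages, and 50 in WKY, 22 at 6 weeks and 20 at 5 months were beyond 0.5.

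Over miRNAs detected on all 12 arrays 2 differed at 6 weeks, 3 at 5 months and 6 over both ages. Fewer miRNAs were counted there, and 53 in WKY, 69 in SHR, 25 at 6 weeks and 19 at 5 months were beyond 0.5, and PC1 carried 44.2%. Detection on all 3 arrays of a group gave 6 at 5 months and 10 over both ages, and no filter 6 over both ages.

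On slide 1 alone 0 (44 unadjusted) differed at 6 weeks, 10 at 5 months, 28 with age in both strains, 5 in age change and 47 over both ages. On slide 2 alone 0 (73 unadjusted) differed in WKY and 0 (27 unadjusted) at 6 weeks, and the comparison over both ages could not be fitted there. SHR had no array of 5 months on slide 2, so its other comparisons were not run there, nor was the subline as a fixed block between the strains, since sublines lie within strains. Slide as a block gave 0 (33 unadjusted) at 5 months and 11 over both ages, and the label number as a block 0 (46 unadjusted) at 6 weeks and 2 at 5 months. The strains share only the number there, and the deviations of same-numbered arrays had an r as low as -0.451 at 6 weeks and -0.670 at 5 months. With only the groups compared 26 differed in WKY, 26 in both strains, 0 (57 unadjusted) at 6 weeks and 2 at 5 months. Array weights gave 11, 12 and 13 at 6 weeks, at 5 months and over both ages, and a trended robust fit 3 at 6 weeks and 3 at 5 months. With no block 10 differed over both ages. Without both WKY/NHsd arrays, added later, 39 differed in WKY, 0 (48 unadjusted) at 6 weeks and 0 (35 unadjusted) at 5 months.

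PC1 carried 46.3% with values centered and not scaled, and 47.3% over the 100 most variable miRNAs. Clustering misplaced 0 arrays with average linkage and 0 over all tested miRNAs. With an estimated correlation camera called 0 lists in place of 9 in WKY, 4 in SHR, 1 at 6 weeks and 4 at 5 months.

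Without 1 array the count was 41 to 68 in WKY, at least 66 in SHR and within 1.5 times in each fit, 36 to 58 in both strains, 0 to 7 at 6 weeks, 0 to 3 at 5 months, 2 to 10 over both ages and 30 to 63 beyond 0.5 at 5 months, and 0 to 5 arrays were misplaced. Among values of named miRNAs, each in the comparisons for which it was tabulated, 1518 kept direction and side of the threshold, 166 kept direction and no longer passed, 25 kept direction and newly passed and 1 reversed: miR-146a-5p between the strains at 6 weeks, -0.25, was 0.16 on slide 2 alone. Signs turned in other comparisons too. With age in WKY miR-31a-5p, -0.02, was 0.27 with slide as a block and 1.02 on slide 2, and miR-31a-3p, 0.02, was -0.27 on slide 1 and -0.06 with the deposited table. Between the strains at 6 weeks miR-542-5p, 0.09, was -0.62 and miR-29b-3p, -0.01, was 0.46 on slide 2. At 5 months miR-542-5p, -0.44, was 0.30 on slide 1 and miR-29b-3p, 0.02, was -0.16 with slide as a block. Signal over background limits the dim miRNAs, such as both arms of miR-31a.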

Differences from the paper's values

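The paper reports 3 miRNAs that differed between SHR and WKY at either age, and 6 did here, at the same threshold. With the deposited table 2 differed at 6 weeks and 2 at 5 months, as many as the paper's Table 2 lists. The difference from the paper thus comes from the recomputed values. Of the alternatives set before the data were examined, the count was within the criterion of the paper's with the deposited table, the series table, the normal-exponential background, median scaling, the label number as a block, only the groups compared, and without SHR/SP at 5 months, WKY/NHsd at 5 months, WKY/NCrl at 5 months or SHR/NHsd at 6 weeks. It was not with the other alternatives, which were no background correction, the 75th percentile of detected or all probes, the total gene signal, the other detection filters, subline or slide as a block, slide 1 alone, array weights, the trended robust fit and the other fits without 1 array.

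The paper's fold of miR-31a-3p at 6 weeks is 3.5, and it was 5.36 here, over a WKY mean near background (1 of 3 arrays detected it, and without background correction the fold was 1.24). It was 3.53 with the deposited and series tables, and also within the criterion with the normal-exponential background and without WKY/NHsd, WKY/NCrl, SHR/SP or SHR/NCrl at 6 weeks. It was outside it with no background correction, median scaling, the 75th percentile of detected or all probes, the total gene signal, either slide alone, array weights, the settings that leave the fold as it was, and without WKY/NTac or SHR/NHsd at 6 weeks.

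The paper's text gives both arms of miR-31a as higher in SHR at 5 months too, while its Table 2 lists miR-31a-3p alone there. Here miR-31a-5p (adjusted p = 0.0609 from limma) and miR-31a-3p (adjusted p = 0.0563) were higher without passing the threshold. miR-31a-3p passed with the deposited and series tables (adjusted p = 0.0498), the normal-exponential background, the 75th percentile of detected or all probes, the total gene signal, detection on all 3 arrays of a group, only the groups compared, array weights, the trended robust fit, and without WKY/NTac or WKY/NCrl at 6 weeks. miR-31a-5p passed with the normal-exponential background, the 75th percentile of all probes, detection on all 3 arrays of a group, array weights, and without the same arrays.

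The paper lists miR-222-3p as changed with age in WKY. Here its log2 fold change was 0.90 (adjusted p = 0.0704 from limma), and it passed with the deposited and series tables (adjusted p = 0.0459), the 75th percentile of detected probes, detection on all 12 arrays, the label number as a block, array weights, and without WKY/NTac at 6 weeks. The paper states that more miRNAs entered its pathway results between the strains at 5 months than at 6 weeks. Counted here as log2 differences beyond 0.5, which is not the same measure, there were 61 at 6 weeks and 41 at 5 months, and 70 and 107 with median scaling. With the deposited table, 44 of 44 folds of Table 2 were equal to the paper's after rounding. The calls with age were then 56 in WKY and 96 in SHR, the numbers the paper reports.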

Other observations

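The levels of miR-143-3p and miR-23b-3p were chosen after their values were seen, as were the values by subline. miR-23b-3p had a mean of 14.06 ± 0.24 (SD, n = 3) in WKY and 14.02 ± 0.17 (SD, n = 3) in SHR at 6 weeks. In WKY/NTac and SHR/SP, the sublines the paper used for PCR, miR-31a-5p was 4.51 and 6.45 at 6 weeks and 3.61 and 5.09 at 5 months, and miR-146a-5p was 8.82 and 7.73 at 5 months. Each is a single array.

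In the miR-34 family miR-34a-5p rose in SHR and had a log2 change of 1.16 in WKY (adjusted p = 0.0508 from limma), while miR-34b-5p fell by 1.03 (adjusted p = 0.0140) and miR-34c-5p by 0.99 (adjusted p = 0.0193) in WKY, and their log2 changes in SHR were -0.05 and -0.16. The interaction was not past the threshold for any miRNA.

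Other results of the fixed lists with age follow, each first over all tested miRNAs by limma and then adjusted over the list alone. In WKY 1 of 12 let-7 members was lower (then 0) and 2 of 4 of the miR-34 and miR-449 family (then 3, with 1 higher). In SHR 1 of 3 of the miR-221 and miR-222 cluster was higher (then 1), 1 of the miR-34 and miR-449 family (then 1), 1 of 4 smooth muscle miRNAs, miR-145-3p (then 1), and 2 of 5 epithelial miRNAs (then 2). Lower in SHR were 3 of 5 of miR-181 (then 3), 2 of 5 of miR-15 and miR-16 (then 2), 1 of 3 of miR-199 and miR-214 (then 1) and 1 of 12 of the miR-17 to miR-92 clusters (then 0). None of these lists passed camera in the strain and comparison named here.

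The miR-31, miR-146, endothelial and miR-132 and miR-212 lists had too few tested members for camera. Of the last 2 of 2 were higher with age in SHR (then 2) and of the endothelial list 1 of 2 was lower (then 1). Between the strains 2 of 2 miR-31 arms were higher in SHR at 6 weeks (then 2), and 1 of 2 of the miR-146 family was lower at 5 months (then 1, with 1 higher). By limma 0 of 5 leukocyte, 0 of 6 striated muscle and 0 of 3 neuronal miRNAs passed in any comparison. At an unadjusted p under 0.05 from limma the counts with age in WKY, with age in SHR, at 6 weeks and at 5 months were 0, 0, 2 and 1 for leukocyte, 1, 0, 1 and 0 for striated muscle and 1, 1, 0 and 0 for neuronal miRNAs. No pancreas or liver miRNA was detected, so none was tested.

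Other splits of the arrays were tested for each count. For 61 miRNAs with age in WKY, 1 of 10 splits called as many, and the highest other called 10, from both WKY/NHsd arrays with WKY/NCrl at 6 weeks against the rest. For 99 in SHR, 5 at 6 weeks, 1 at 5 months and 3 over both ages it was 1 of 10 each, with 0 calls in the highest other split. For a difference in age change, with 0 calls by limma (27 with an unadjusted p under 0.05), 10 of 10 splits called as many, and 0 in the highest other. These splits are too few for a share under 0.05. For the 48 miRNAs shared by both strains 1 of 100 splits called as many and the highest other shared 0. Those splits ignore the sublines. With ages swapped within sublines, a test chosen after the result was seen, 1 of 32 splits called as many and the highest other shared 0 (share 0.0312). Where reversing both ages of all sublines of 1 strain is not counted as another split, the 16 left are too few for a share under 0.05. A chance assignment of the ages is thus excluded only if that reversal counts.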
